# Dysregulated expression of lipid storage and membrane dynamics factors in *Tia1* knockout mouse nervous tissue

**DOI:** 10.1007/s10048-014-0397-x

**Published:** 2014-03-23

**Authors:** Melanie Vanessa Heck, Mekhman Azizov, Tanja Stehning, Michael Walter, Nancy Kedersha, Georg Auburger

**Keywords:** TIA-1, Transcriptome, Cell cycle, Lipid trafficking, RNA processing machinery, Motor neuron disease, Frontotemporal dementia, Cerebellar ataxia

## Abstract

During cell stress, the transcription and translation of immediate early genes are prioritized, while most other messenger RNAs (mRNAs) are stored away in stress granules or degraded in processing bodies (P-bodies). TIA-1 is an mRNA-binding protein that needs to translocate from the nucleus to seed the formation of stress granules in the cytoplasm. Because other stress granule components such as TDP-43, FUS, ATXN2, SMN, MAPT, HNRNPA2B1, and HNRNPA1 are crucial for the motor neuron diseases amyotrophic lateral sclerosis (ALS)/spinal muscular atrophy (SMA) and for the frontotemporal dementia (FTD), here we studied mouse nervous tissue to identify mRNAs with selective dependence on *Tia1* deletion. Transcriptome profiling with oligonucleotide microarrays in comparison of spinal cord and cerebellum, together with independent validation in quantitative reverse transcriptase PCR and immunoblots demonstrated several strong and consistent dysregulations. In agreement with previously reported *TIA1* knock down effects, cell cycle and apoptosis regulators were affected markedly with expression changes up to +2-fold, exhibiting increased levels for *Cdkn1a*, *Ccnf*, and *Tprkb* vs. decreased levels for *Bid* and *Inca1* transcripts. Novel and surprisingly strong expression alterations were detected for fat storage and membrane trafficking factors, with prominent +3-fold upregulations of *Plin4*, *Wdfy1*, *Tbc1d24*, and *Pnpla2* vs. a −2.4-fold downregulation of *Cntn4* transcript, encoding an axonal membrane adhesion factor with established haploinsufficiency. In comparison, subtle effects on the RNA processing machinery included up to 1.2-fold upregulations of *Dcp1b* and *Tial1*. The effect on lipid dynamics factors is noteworthy, since also the gene deletion of *Tardbp* (encoding TDP-43) and *Atxn2* led to fat metabolism phenotypes in mouse. In conclusion, genetic ablation of the stress granule nucleator TIA-1 has a novel major effect on mRNAs encoding lipid homeostasis factors in the brain, similar to the fasting effect.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s10048-014-0397-x) contains supplementary material, which is available to authorized users.

## Introduction

Cells have evolved various mechanisms to compensate different types of environmental stress like UV irradiation, oxidative stress, or heat. Cytoplasmic stress responses include the formation of stress granules (SGs) and processing bodies (P-bodies) [1–4]. During stress, most messenger RNAs (mRNAs) are removed from ribosomal translation, thus conserving energy and allowing stress-induced damage repair or degradation [5]. While SGs are thought to be a place where the bulk of mRNAs, as well as some proteins, undergoes storage and triage, P-bodies contain mRNAs dedicated for decay [6]. This is compatible with the observation that SGs contain mRNAs within stalled translation initiation complexes including 40S ribosomal subunits but are devoid of eIF2, whereas P-bodies contain multiple mRNA decapping enzymes [6]. Both SGs and P-bodies are dynamic structures that assemble and disassemble rapidly [7]. They share a common pool of components and can fuse to exchange mRNAs [2, 6, 8]. In contrast to P-bodies, SGs only exist transiently during stress conditions [6].

This formation of cytoplasmic SGs depends on the shuttling of the 43 kDa protein TIA-1 from the nucleus and on the aggregation of a C-terminal proteolytic TIA-1 fragment of 15 kDa that includes a glutamine-rich prion-related domain (PRD) [1, 9–11]. TIA-1 was initially identified as T-cell-restricted intracellular antigen 1 and was subsequently investigated particularly in immunological cell types [12]. It contains also three RNA-recognition motifs (RRM) and binds to adenine/uridine-rich elements (AREs) in the 3’-untranslated region of mRNAs. TIA-1 (gene symbol *TIA1*) and its homolog TIAR (gene symbol *TIAL1*) have roles not only in the nucleus for gene transcription and pre-mRNA splicing [13, 14], but also in the cytoplasm for mRNA stability and translation regulation [5, 15, 16]. TIA-1 is associated with diverse cell processes including inflammation [16], apoptosis [17], autophagy [18], and cell proliferation [18, 19].

The role of SGs in human pathology have become increasingly clear, since mutations in several SG components are responsible for hereditary degeneration syndromes of peripheral and central motor neurons, namely amyotrophic lateral sclerosis (ALS), spinal muscular atrophy (SMA), and frontotemporal dementia (FTD). SG component proteins with a causal role for motor neuron diseases include TDP-43 (gene symbol *TARDBP*) [20–23], FUS [24–26], ATXN2 [27–29], SMN [30, 31], Tau (gene symbol *MAPT*) [32, 33], HNRNPA2B1, and HNRNPA1 [34]. In the SG component ATXN2, the presence of a polyglutamine domain mutation may lead to pathogenic unstable expansions. Intermediate size ATXN2 expansions comprise a risk factor for ALS through mRNA-mediated TDP-43 interaction [27, 35–37], while larger polyglutamine expansions in ATXN2 lead to Levodopa-responsive Parkinsonism [38] or to prominent cerebellar involvement with later progression to a multisystem atrophy of the nervous system, known as spinocerebellar ataxia type 2 (SCA2) [39]. Like TIA-1, several of these RNA-binding proteins shuttle from the nucleus to the cytoplasm during cell stress, and for TDP-43, it is known that its cytoplasmic accumulation depends on cyclin-dependent kinases [40]. While the protein composition of SGs is under intense investigation [41], much work remains to be done for the identification of mRNAs regulated by SGs, particularly in the vulnerable nervous tissue.

While all of these disease-associated proteins and their target RNAs shuttle to preformed SGs, the initial stress-induced nucleation of SGs appears dependent on TIA1, TIAL1, TTP, G3BP1/2, and FMRP [10, 32]. G3BP1 deletion results in massive neuronal death during embryogenesis, suggesting that it has a developmental role independent from its role(s) in the stress response [42]. TIA-1 is well characterized as a SG-nucleating protein, and *Tia1* knockout (KO) mice not only exhibit grossly normal brain development, but also exhibit high embryonic lethality, consistent with dysregulation of a stress response [16]. We now used these mice for a transcriptome screen of nervous tissue at adult age, aiming to define the consequences of defective SG formation on RNA processing. The results confirm previous results obtained from human *TIA1* knock down experiments in HeLa cells about cell cycle regulator modulation [19]. Importantly, our data documented novel strong effects on lipid storage and membrane dynamics factors. These insights may help to understand the disordered mRNA regulation, which makes a major contribution to the pathology underlying motor neuron diseases [43, 44].

## Material and methods

### Animals

*Tia1* KO mice (bred into C57BL6/J background for more than 10 generations) were obtained from Harvard University, Dana Farber Cancer Institute. In these mice, homologous recombination of exon 4 results in a shortened *Tia1* mRNA and absence of the 43 kDa TIA-1 protein [16]. C57BL6/J wild-type (WT) mice from The Jackson Laboratory were used as control. The animals were housed and kept in individually ventilated cages under routine health monitoring until the appropriate adult ages at the FELASA-certified mfd Diagnostics GmbH in Wendelsheim, Germany. They were fed ad libitum, were bred in homozygous matings, and were sacrificed by cervical dislocation. Nervous tissues and liver were removed in minimal time, frozen in liquid nitrogen, and stored at −80 °C. Genotypes were controlled by tail biopsy and DNA analysis. DNA was isolated from tail biopsies of *Tia1* KO mice by Proteinase K (Ambion) treatment. PCR was performed using 50 ng DNA, 17 μl Pink Juice [125 μM Cresol Red sodium salt (Sigma Aldrich), 12.5 % 10× PCR buffer with 15 mM MgCl_2_ (Applied Biosystems), 250 μM dNTPs (Thermo Scientific), 25 % sucrose], 0.25 μl Taq Polymerase (AmpliTaq® DNA Polymerase, Applied Biosystems) and 1 μl of the primers KO1 *5′-GTCGTGACAAGCCACACTTG-3′* and KO2 *5′-AATTCCATCAGAAGCTTATCGAT-3′*. The following conditions were applied: initial denaturation at 94 °C for 2 min, 33 cycles of 94 °C for 15 s denaturation, 58 °C for 30 s annealing, 72 °C for 1 min elongation, and a final elongation step at 72 °C for 10 min. The predicted length of the KO allele is 400 bp. Genotypes were further confirmed by quantitative real-time reverse transcriptase polymerase chain reaction (qPCR) measurement of *Tia1* mRNA in the tissues under study. All procedures were in accordance with the German Animal Welfare Act, the Council Directive of 24 November 1986 (86/609/EWG) with Annex II and the ETS123 (European Convention for the Protection of Vertebrate Animals).

### Transcriptome profiling

The dissected tissues cerebellum, spinal cord, midbrain, and liver from *Tia1* KO mice and WT C57BL6/J mice at the age of 12 and 24 weeks (*n* = 3 vs. 3 mice/age) were sent to MFT Services (Tübingen, Germany). After RNA extraction, linear amplification and biotinylation of 100 ng of total RNA was performed with the GeneChip HT 3′IVT Express Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instructions. GeneChip HT Mouse Genome 430 2.0 Array Plates (Affymetrix) were used to hybridize fifteen micrograms of labeled and fragmented cRNA, to wash, stain, and scan automatically in a GeneTitan instrument (Affymetrix). Each of these oligonucleotide microarray chips is able to detect more than 39,000 transcripts with multiple probes for each mRNA. Visual inspection of scanned images was used to control for hybridization artifacts and proper grid alignment. AGCC 3.0 (Affymetrix) processed results were stored in CEL files. Further data analysis steps were carried out with the software platform R 2.14.0 and Bioconductor 2.14.0 [45]. First, the complete expression information from every chip was background corrected, quantile normalized, and summarized with Robust Multichip Average [46]. Empirical Bayes shrinkage of the standard errors was employed to derive the moderated *F*-statistic [47]. The resulting *p* values underwent multiple testing corrections according to “Benjamini-Hochberg” [48]. A decision matrix was produced through the function “decide tests” within the limma package, to attribute significant changes to individual contrasts. Thus, significant up- or downregulations were encoded by values of 1 or −1, respectively, to compare the consistency of significant expression changes across tissues and ages. All original transcriptome data were deposited at the public database Gene Expression Omnibus (GEO series accession # GSE54418, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54418).

### RNA isolation and expression analysis

RNA for qPCR expression analysis was extracted from cerebellar tissue (25 mg) of 12-week-old mice with Trizol® reagent (Invitrogen). Before cDNA synthesis, 1 μg of RNA was digested with DNase I Amplification Grade (Invitrogen). Reverse transcription was performed with SuperScript III Reverse Transcriptase (Invitrogen). Subsequently, expression levels were measured with the StepOnePlus Real-Time PCR System (Applied Biosystems) using 25 ng cDNA, 10 μl of FastStart Universal Probe Master (Rox) Mix (04914058001, Roche), and 1 μl of one of the following TaqMan Assays (Applied Biosystems): *Atxn2* (Mm01199894_m1), *Bid* (Mm00432073_m1), *Ccnf* (Mm00432385_m1), *Cdkn1a* (Mm00432448_m1), *Cntn4* (Mm00476065_m1), *Dcp1b* (Mm01183995_m1), *Inca1* (Mm01243670_m1), *Pabpc1* (Mm00849569_s1), *Plin4* (Mm01272159_m1), *Pnpla2* (Mm00503046_g1), *Tbc1d24* (Mm00557451_m1), *Tardbp* (Mm00523870_g1), *Tia1 Exon 3–4* (Mm01183616_m1), *Tial1* (Mm00437049_m1), *Tprkb* (Mm00616325_m1), *Tsen2* (Mm01184390_m1), *Wdfy1* (Mm00840455_m1), and *Tbp* (Mm00446973_m1) as endogenous control. The PCR conditions were 50 °C for 2 min, 95 °C for 10 min, and 40 cycles of 95 °C for 15 s and 60 °C for 60 s. Analysis of the gene expression data was conducted using the 2^−ΔΔCt^ method [49].

### Protein extraction and quantitative immunoblots

For SDS-PAGE followed by immunoblotting, protein was extracted from 25 mg cerebellar tissue of 12-week-old mice. The tissue was homogenized with a motor pestle in 10 vol. RIPA buffer [50 mM Tris–HCl (pH 8.0), 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1 % Igepal CA-630 (Sigma), 0.5 % sodium deoxycholate, 0.1 % SDS, 1 mM PMSF, Complete Protease Inhibitor Cocktail (Roche)] and incubated on ice for 15 min. After centrifugation at 4 °C and 16,000×*g* for 20 min, the supernatant was stored (RIPA-soluble fraction), and the remaining pellet was dissolved in ½ vol. 2 × SDS buffer [137 mM Tris–HCl (pH 6.8), 4 % SDS, 20 % glycerol, Complete Protease Inhibitor Cocktail (Roche)] by sonification followed by 10 min of centrifugation at 16,000×*g*. The resulting supernatant was stored as RIPA-insoluble fraction. Protein concentration was determined with the BCA protein assay kit (Interchim, France), and 20 μg of each sample were loaded onto a 7.5 % polyacrylamide gel. After gel electrophoresis, the proteins were transferred to a PVDF membrane by wet blotting. The membranes were blocked with 5 % slim milk powder in PBST and incubated with antibodies against PLIN4 (1:500, Novus Biologicals), WDFY1 (1:500, Life Span BioSciences), CNTN4 (1:1,000, Abcam), or β-ACTIN (1:10,000, Sigma). ECL (Pierce) was used for visualizing the bands, which were subsequently quantified via densitometric analysis with ImageJ.

### Statistical analysis

Data were analyzed with GraphPad Prism software version 5.04 (2010) using Student’s *t* test. Error bars indicate SEM. Significant *p* values (<0.05) were marked as follows: *p* < 0.05 *, *p* < 0.01 **, *p* < 0.001 ***.

## Results

### Transcriptome survey identifies strong changes of specific mRNAs in spinal cord

Microarray chip profiling of the transcriptome detected the loss of *Tia1* correctly by one oligonucleotide (1431708_PM_a_at) corresponding to sequences at exon 4, whereas *Tia1* oligonucleotides covering exons 9–11 (1416813_PM_at, 1416812_PM_at, 1416814_PM_at, 1437934_PM_at) detected significant upregulation of expression. These observations are in good agreement with a previous report [16] stating that the homologous recombination event within the *Tia1* gene deletes sequences at exon 4, resulting in a shortened stable mRNA and in absence of TIA-1 protein. 

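Spinal cord, cerebellum, midbrain and liver were taken from Tia1 KO mice and WT mice at 12 and 24 weeks of age, 3 mice per genotype and age, so that 48 arrays formed 16 groups. By the sample labels, which state the ages as 3 and 6 months, each numbered mouse of an age gave all 4 tissues. The labels use the same mouse numbers at both ages, which were taken here as 12 separate mice. On the Affymetrix chip, a transcript is read by a set of short oligonucleotides, here called a probe set, and a gene can have several. The values are log2 expression values that the authors made with Robust Multichip Average, which corrects the background, normalizes the arrays by quantiles and summarizes each probe set. After 104 control probe sets were left out, 45037 probe sets were tested, of which 28898 carry 1 gene symbol and 15588 none. For each probe set, limma fitted the mean of every group over all arrays and compared KO with WT mice in each tissue at each age, which gave 8 comparisons with 1 moderated estimate of the spread. A change in a single comparison was called at a Benjamini-Hochberg adjusted p under 0.05 from limma's moderated test. Changes shared by both ages or by at least 6 comparisons were taken from the nested F decisions of limma's decideTests, for at least 6 comparisons with no opposite decision in the others, since the methods name the moderated F-statistic and a decision matrix; the paper's text does not name the decision method. Fold changes below 1 are written as minus the inverse, as in Table 1. In spinal cord, 140 probe sets differed at 12 weeks and 73 at 24 weeks, against 247 and 82 in cerebellum, 109 and 64 in midbrain, and 4253 and 5175 in liver. The number of arrays limits the precision, and the median SD within groups was 0.108 on the log2 scale in spinal cord and 0.192 in liver. Liver fitted without the other tissues, with its own spread, gave 169 and 273 called probe sets, so a liver call rests on the spread shared with the nervous tissues unless stated otherwise. An exact 2-sided permutation test of 3 mice against 3 cannot give a p below 0.1.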

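The exon 4 probe set of Tia1, a gene of chromosome 6, read 5.35 ± 0.19 (SD, n = 3) in KO and 7.61 ± 0.10 (SD, n = 3) in WT spinal cord at 12 weeks, a fold change of −4.78 (log2 change −2.26, SE 0.13, adjusted p = 1.93e-15). It was lower in KO mice in the other 5 nervous tissue comparisons as well, between −3.45-fold in cerebellum at 24 weeks and −5.10-fold in midbrain at 12 weeks. In liver it fell less, −1.70-fold at 12 weeks (adjusted p = 7.02e-05) and −1.31-fold at 24 weeks (adjusted p = 0.0402). Over both ages together, the lowest WT value lay above the highest KO value by 1.97 (log2) in spinal cord, 1.55 in cerebellum and 1.75 in midbrain; in liver the WT and KO values of each age did not overlap, and over both ages together the gap was −0.08. Of the 4 Tia1 probe sets at exons 9 to 11, 2 rose in all 8 comparisons, between 1.36-fold (adjusted p = 3.59e-04) in midbrain at 12 weeks and 2.73-fold (adjusted p = 1.23e-13) in liver at 24 weeks. Of the other 2, 1 rose in 6 comparisons and 1 in 3. A further Tia1 probe set passed the test in none of the 8 comparisons, with 1.44-fold in spinal cord at 12 weeks (adjusted p = 0.763). The liver calls of the exon 4 probe set were lost when liver was fitted alone (adjusted p = 0.117 and 0.426), and the one at 24 weeks also without any 1 of the 6 mice except KO 122970 and KO 122973 (adjusted p = 0.0675 to 0.423).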

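Among the transcripts that rose in Tia1 KO spinal cord at both 12 and 24 weeks were Dio2, the deiodinase that activates thyroid hormone, at 1.77-fold (log2 change 0.82, SE 0.13, adjusted p = 4.23e-04) and 1.70-fold (log2 change 0.77, SE 0.13, adjusted p = 0.00189), and Sgk3, a kinase of the serum- and glucocorticoid-regulated family, at 1.71-fold (adjusted p = 0.0234) and 1.97-fold (adjusted p = 0.00188). The clock output factor Dbp fell to −1.77-fold (log2 change −0.83, SE 0.10, adjusted p = 7.89e-07) and −1.54-fold (log2 change −0.63, SE 0.10, adjusted p = 3.03e-04), and Opalin, a membrane protein of myelinating oligodendrocytes, to −1.47-fold (adjusted p = 0.0212) and −1.48-fold (adjusted p = 0.0325). Of the 13 oligodendrocyte and myelin markers measured, Opalin alone passed the test in spinal cord at either age (2 were lower adjusted over the list alone), and the list as a whole was lower at 24 weeks (median log2 change −0.20, largest Opalin −0.56, Aspa −0.29 (not passing), Ugt8a −0.28 (not passing) and Mog −0.28 (not passing), camera adjusted p = 6.41e-06) but not at 12 weeks (adjusted p = 0.81). The nested F decisions gave 109 probe sets higher and 67 lower in KO spinal cord at both ages, 3 KO against 3 WT mice each, and 6 that moved in opposite directions. With the adjusted p of each comparison in place of these decisions, 18 probe sets were higher and 12 lower at both ages, and with spinal cord fitted alone 39 and 26; without the probe sets of chromosome 6, where Tia1 lies, 42 were lower. The calls at 12 weeks were lost for Sgk3 without any 1 of the 6 mice of that age (adjusted p = 0.0781 to 0.237) and for Opalin without any 1 of the 6 mice except WT 2 (adjusted p = 0.0849 to 0.157), and the 24-week call of Opalin without any 1 of the 6 mice except KO 122970 and WT 3 (adjusted p = 0.0723 to 0.381).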

In the spinal cord, the expression profiling documented 115 oligonucleotides with significant upregulation both at 12 and 24 weeks of age vs. 70 oligonucleotides with significant downregulation at both ages, upon comparison of 3 KO and 3 WT tissues. The strongest three upregulations in spinal cord concerned *Plin4* (3.3-fold), *Wdfy1* (average 2.3-fold, detected consistently by three oligonucleotide spots), and *Cdkn1a* (average 2.2-fold, detected consistently by two oligonucleotide spots), while the strongest three downregulations concerned *Gkn3* (in human only a pseudogene is conserved [50]), *Bid* (−1.9-fold), and *Tsen2* (−1.8-fold) (Table 1). 

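Plin4, which coats lipid droplets, rose 3.51-fold (log2 change 1.81, SE 0.24, adjusted p = 9.79e-06) in KO spinal cord at 12 weeks and 3.05-fold (log2 change 1.61, SE 0.24, adjusted p = 1.58e-04) at 24 weeks, and Angptl4, a secreted inhibitor of lipoprotein lipase, 2.30-fold (adjusted p = 2.17e-04) and 2.50-fold (adjusted p = 6.16e-05). The 3 Wdfy1 probe sets of Table 1 rose at 24 weeks, between 3.15-fold (adjusted p = 1.5e-08) and 3.32-fold (adjusted p = 1.5e-08), and did not pass the test at 12 weeks, where they read 1.34 to 1.37-fold (adjusted p = 0.552 for the first of them). The cell cycle inhibitor Cdkn1a read 1.83-fold and 1.88-fold at 12 weeks by its 2 probe sets (adjusted p = 0.25 and 0.0641). Both probe sets passed at 12 weeks with spinal cord fitted alone (adjusted p = 0.0354 and 0.0185). At 24 weeks they rose 2.48-fold (adjusted p = 0.00996) and 2.57-fold (adjusted p = 7.56e-04). Among transcripts that fell at both ages were Ninj2, an adhesion molecule, at −4.00-fold (adjusted p = 1.93e-15) and −5.56-fold (log2 change −2.48, SE 0.11, adjusted p = 1.41e-18), and Erc1, a scaffold protein of presynaptic active zones, at −3.35-fold (adjusted p = 3.85e-12) and −3.10-fold (adjusted p = 3.81e-11). The secreted protein Gkn3 fell to −4.48-fold (adjusted p = 7.89e-07) and −2.26-fold (adjusted p = 0.0313), and the pro-apoptotic Bid to −1.98-fold (adjusted p = 2.75e-07) and −1.82-fold (adjusted p = 6.08e-06). Ninj2, Erc1, Gkn3 and Bid lie on chromosome 6, within 222 array genes of Tia1. Ninj2 and Gkn3 are dim over all arrays (mean 3.96 and 3.95, log2), so their folds are uncertain. The call of Gkn3 at 24 weeks was lost without any 1 of the 6 mice except WT 3 (adjusted p = 0.0628 to 0.288), and that of the first Cdkn1a probe set without WT 1 or WT 2 (adjusted p = 0.124 to 0.14); the other 2 bright probe sets of Erc1 moved by 0.05 (log2) on average over all comparisons.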

To further eliminate false positive candidates and to focus the investigation on mRNAs with relevance also for other tissues, the consistency of significant expression changes was compared from spinal cord to cerebellum, midbrain, and liver at both ages. Transcripts with significant expression change in the same direction in at least six out of the eight conditions under study were selected. They constituted 32 upregulations and 20 downregulations. 

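In at least 6 of the 8 comparisons, with no opposite decision in the others, 55 probe sets were higher and 40 lower in Tia1 KO mice, and 21 and 9 of these moved in all 8. They name 32 genes higher and 29 lower, while 11 and 10 of the probe sets carry no gene symbol. Plin4 and Tedc2, a factor of centriole function, also passed the adjusted p of every single comparison, Tedc2 between 1.55-fold (adjusted p = 0.0207) and 2.07-fold (adjusted p = 6.45e-07); at 24 weeks the calls of Tedc2 were lost in spinal cord without any 1 of the 6 mice except KO 122973 (adjusted p = 0.0529 to 0.258) and in midbrain without KO 122970, WT 1 or WT 2 (adjusted p = 0.15 to 0.267). Fkbp5, a co-chaperone of steroid receptors, was higher at 2.21-fold in cerebellum at 12 weeks (adjusted p = 0.00149), and Txnip, an inhibitor of thioredoxin that responds to glucose, at 1.89-fold (adjusted p = 1.65e-04). Of the 59 named genes with a chromosome other than Tia1, 21 (35.6%) lie on chromosome 6, against 5.54% of the genes on the array (odds ratio 9.61, 95% confidence interval 5.33 to 16.9, Fisher's exact test, 2-sided p = 2.3e-12). They include Erc1, Nat8f5, Ninj2, Gkn3, Bid and Dcp1b, and 14 of them lie among the 200 array genes on each side of Tia1 (odds ratio 13.4). Chromosome 17 held 9 of the changed genes (1.14% of its 789 array genes), and the chromosomes other than these 2 between 0 and 0.463%. On chromosome 17, Tedc2 is the array gene next to Ccnf, and Tbc1d24 lies 2 array genes from Tedc2. By the adjusted p of each comparison, 12 probe sets were higher and 7 lower in at least 6 comparisons, and with each tissue fitted alone 15 and 13; at an adjusted p under 0.01, and also with changes of at least 1.2-fold required, 25 were lower, and without the probe sets of chromosome 6, 22.

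**Figure D1:**
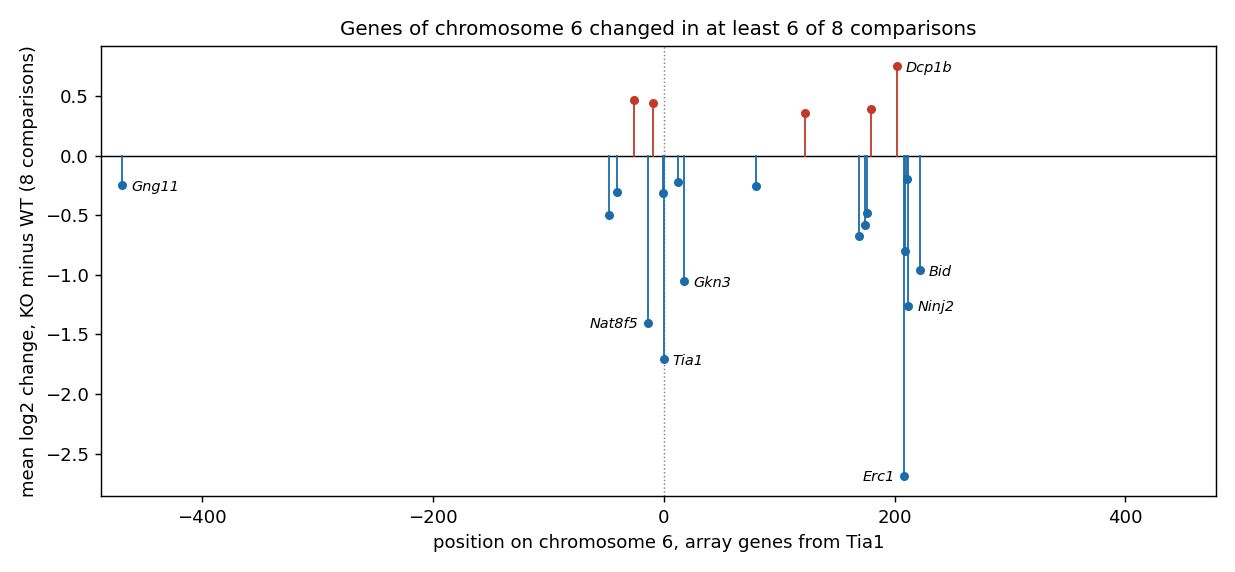
Mean log2 change (KO minus WT) over the 8 comparisons of each named gene of chromosome 6 in either set, against its position counted in array genes from Tia1, for 1 probe set per gene. Red points are higher and blue points lower in KO mice, and all but Gng11, at −469, lie between −47 and 222.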

All these *Tia1* KO transcriptome data were made publically available via the GEO database. We concentrated further research on 17 transcripts with known function in shared pathways (Table 1).

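Of the 18 genes of Table 1, 17 have a listed probe set in the sets changed in at least 6 comparisons, and these genes were chosen on the same arrays, so their direction here is not independent evidence. Cntn4, the remaining one, was lower in the 6 nervous tissue comparisons by the nested F decisions (−2.32-fold, adjusted p = 4.54e-07 in cerebellum at 12 weeks), and is left out of the sets for the opposite decision in liver at 12 weeks (1.44-fold, adjusted p = 0.0119), where it is dim (3.30 in KO and 2.77 in WT mice, log2, against array medians of at least 3.95) and the fold is uncertain. In cerebellum, Tprkb, a subunit of a tRNA modification complex, rose 1.55-fold (adjusted p = 0.0115) at 12 weeks and 1.54-fold (adjusted p = 0.0253) at 24 weeks, while its other 2 bright probe sets moved by −0.03 (log2) on average over all comparisons. Over spinal cord and cerebellum at both ages, 41 fold changes of the table's probe sets passed the test. Besides Tia1, 5 of the genes lie on chromosome 6. The cerebellar calls of Tprkb were lost when the tissue was fitted alone (adjusted p = 0.0875 and 0.188), and also without KO 122970, KO 122973 or WT 1 (adjusted p = 0.0823 to 0.138) at 12 weeks and without any 1 of the 6 mice except KO 122973 and WT 3 (adjusted p = 0.143 to 0.412) at 24 weeks. The 12-week call of Cntn4 in liver was lost with liver fitted alone (adjusted p = 0.301) and without KO 122972 or WT 2 (adjusted p = 0.0833 to 0.161).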

**Table 1:** Transcriptome profiling in four *Tia1* KO mice tissues at two ages identifies consistent expression dysregulations. *Tia1* KO and WT mice (3 vs. 3 at age 12 and 24 weeks) were compared, the significance of expression changes was determined, and consistently dysregulated transcript levels were shown with average fold changes. Negative values represent reduced expression (with *green color* highlighting its significance), while positive values represent induced expression (with *red color* highlighting its significance). *Bold values* illustrates transcripts with established induction by fasting conditions. The transcripts were grouped to reflect the convergent functions of the corresponding gene products in three pathways and were shown in alphabetical order

Gene symbol	Gene name	Oligo spot ID	Fold change			
			Spinal cord 12 weeks	Spinal cord 24 weeks	Cerebellum 12 weeks	Cerebellum 24 weeks
*Tia1*	Cytotoxic granule-associated RNA-binding protein 1 (TIA-1)	1431708_PM_a_at	*−4.78*	*−4.72*	*−3.60*	*−3.45*
Cell cycle control						
*Bid*	BH3 interacting domain death agonist	1417045_PM_at	*−1.98*	*−1.82*	*−1.67*	*−1.70*
*Ccnf*	Cyclin F	1422513_PM_at	*1.44*	*1.35*	*1.65*	*1.40*
*Cdkn1a*	Cyclin-dependent kinase inhibitor 1A (P21/Cip1)	1421679_PM_a_at	*1.83*	*2.48*	*3.07*	*1.98*
		1424638_PM_at	*1.88*	*2.57*	*2.74*	*1.88*
*Fgfrl1*	Fibroblast growth factor receptor-like 1	1447878_PM_s_at	*−1.36*	*−1.35*	*−1.21*	*−1.59*
*Inca1*	Inhibitor of CDK, cyclin A1 interacting protein 1	1448034_PM_at	*−1.28*	−1.15	*−1.26*	*−1.33*
*Nde1*	Nuclear distribution gene E homolog 1 (*A. nidulans*)	1435737_PM_a_at	*1.32*	*1.28*	*1.53*	*1.31*
*Tprkb*	Tp53rk binding protein	1425410_PM_at	*1.32*	*1.28*	*1.55*	*1.54*
Lipid storage and membrane trafficking						
*Angptl4*	**Angiopoietin-like 4**	1417130_PM_s_at	*2.30*	*2.50*	*2.05*	*1.79*
*Cntn4*	Contactin-4	1438782_PM_at	*−1.31*	*−1.50*	*−2.32*	*−2.61*
*Mfsd2a*	**Major facilitator superfamily domain containing 2A**	1428223_PM_at	*1.51*	*1.37*	*1.58*	*1.49*
*Plin4*	Perilipin-4	1418595_PM_at	*3.51*	*3.05*	*2.62*	*2.11*
*Pnpla2*	Patatin-like phospholipase domain containing 2	1428143_PM_a_at	*1.42*	*1.41*	*1.40*	*1.20*
*Pnpla7*	**Patatin-like phospholipase domain containing 7**	1451361_PM_a_at	*1.24*	*1.42*	*1.28*	*1.37*
*Tbc1d24*	TBC1 domain family, member 24	1448028_PM_at	*1.68*	*1.42*	*1.95*	*1.54*
		1442325_PM_at	*1.97*	*1.46*	*1.73*	*1.55*
*Wdfy1*	**WD repeat and FYVE domain-containing 1**	1424749_PM_at	*1.36*	*3.15*	*1.38*	*2.94*
		1437358_PM_at	*1.37*	*3.32*	*1.31*	*2.91*
		1435588_PM_at	*1.34*	*3.17*	*1.39*	*2.75*
RNA processing machinery						
*Dcp1b*	DCP1 decapping enzyme homolog b (*S. cerevisiae*)	1444030_PM_at	*1.93*	*1.94*	*2.73*	*1.71*
*Tsen2*	tRNA splicing endonuclease 2 homolog (*S. cerevisiae*)	1459346_PM_at	*−1.66*	*−1.87*	*−1.83*	*−1.67*

### qPCR validates dysregulated levels of several transcripts in three pathways

Convergent effects were evident for the pathways of lipid storage and membrane trafficking, of cell cycle control, and additionally of the RNA processing machinery. 

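Fixed pathway lists were tested in each comparison with camera, a test of whether a list's genes rank higher or lower than the other genes, and the p-values were adjusted over all 280 tests. Of 18 genes of fatty acid and triglyceride synthesis, none passed limma's test in nervous tissue (0 of 18 in each of 6 comparisons, where 0 to 5 had an unadjusted p under 0.05 and 64 to 247 of the 45037 probe sets of the chip passed), with at most 1 higher and 1 lower per comparison adjusted over the list alone, while in liver at 12 weeks 8 were higher and 3 lower, with the largest log2 changes for Elovl5 0.68, Acacb 0.68, Me1 0.67 and Fasn −0.64. That liver list was higher at 12 weeks (camera adjusted p = 0.0297, adjusted p = 0.449 with an estimated correlation). In liver at 24 weeks 4 of its genes were higher and 5 lower, and the list was not called (median −0.13, adjusted p = 0.119). Of 19 genes of cholesterol synthesis and uptake, 16 fell in liver at 24 weeks (17 adjusted over the list alone), the largest log2 changes being Mvd −1.63, Lss −1.60, Fdft1 −1.39 and Mvk −1.38, and none rose (camera adjusted p = 3.43e-28, adjusted p = 5.61e-04 with an estimated correlation). With liver fitted alone, 10 of them fell. In spinal cord at 24 weeks the same list was lower by a median of −0.15 (log2) with no member passing the test (largest Mvd −0.43, Hmgcs1 −0.40, Insig1 −0.40 and Dhcr7 −0.29; 1 adjusted over the list alone, camera adjusted p = 2.66e-08, adjusted p = 0.0797 with an estimated correlation). Of the 280 tests, 69 passed the threshold, 43 higher and 26 lower, and 12 of them passed with an estimated correlation.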

The changes in expression levels of such genes were reassessed by the independent technique qPCR in cerebellum (Suppl. Figure 1). The results on the lipid pathway confirmed upregulations for *Plin4* which encodes a lipid droplet storage factor (3.2-fold), for *Wdfy1* encoding a modulator of PI3K control over endosome membrane trafficking (3.2-fold), for *Tbc1d24* as Rab-GTPase activating vesicle dynamics factor (2.1-fold), and for *Pnpla2* as component of the lipolytic cascade and as regulator of adiposome size (1.5-fold). A membrane pathway relevant downregulation was observed for *Cntn4* as a glycosylphosphatidylinositol-anchored membrane adhesion factor implicated in axon network connections and synaptogenesis (−2.4-fold). Regarding the cell cycle pathway, upregulations were confirmed for *Cdkn1a* as cycle progression inhibitor (1.5-fold), *Ccnf* as a centrosome reduplication inhibitor during G2 phase (1.6-fold), and *Tprkb* as an ADP-ribose activated and p53-related protein kinase that transduces the PI3K/TOR pathway (1.1-fold). Cell cycle pathway relevant downregulations were confirmed for *Bid* as an ATM-effector that also activates the S-phase checkpoint (−1.7-fold), and *Inca1* as an interactor of cyclin A1 that inhibits cyclin-dependent kinase and proliferation (−1.3-fold). Regarding the RNA processing pathway, the upregulation was confirmed for *Dcp1b* (1.2-fold) as a component of the RNA decapping and degradation machinery in P-bodies. In contrast, for *Tsen2*, the qPCR results suggested a significant upregulation (1.1-fold) instead of the downregulation previously observed by oligonucleotide microarray chips, a puzzling result since alternative splicing isoforms for this transcript are not documented. Since microarray chip data depend on the oligonucleotide choice and quality, additional hypothesis-driven qPCR were performed for important SG components with relevance for neurodegeneration and general mRNA translation. These experiments revealed a significant increase in the levels of *Tial1* (1.2-fold), but did not detect major changes for the *Pabpc1*, *Tardbp*, or *Atxn2* transcript levels. Altogether, most strong candidates from the transcriptome screening could be validated upon individual reassessment.

### Quantitative immunoblots demonstrate altered levels for PLIN4, WDFY1, and CNTN4

To test whether these alterations of mRNA levels are compensated, for example by increased translation rates, or possess downstream consequences for the respective protein levels, quantitative immunoblots of cerebellar tissue were performed for three factors in the membrane dynamics pathway. Corresponding to the upregulation of the *Plin4* transcript, the perilipin-4 protein levels were significantly upregulated (2.2-fold) in the RIPA-soluble tissue fraction that contains the freely soluble proteins (Fig. 1a), while they were undetectable in the SDS-soluble tissue fraction that contains membranes and more insoluble proteins. This observation is consistent with previous reports that perilipin-4 is recruited onto ER-membranes and lipid droplets only when factors such as diacylglycerol become abundant [51]. Again, in parallel to the upregulation of the *Wdfy1* transcript, the WD repeat and FYVE domain-containing 1 protein levels were significantly upregulated (1.5-fold) in the SDS-soluble tissue fraction, while its presence in the RIPA-soluble tissue fraction was not significantly altered (Fig. 1b). The localization of WDFY1 to the SDS fraction is consistent with the FYVE domain association with the phosphatidylinositol 3-phosphates of endosomal membranes [52]. In agreement with the downregulation of the *Cntn4* transcript, the contactin-4 protein levels were significantly decreased (−1.9-fold) in the SDS-soluble tissue fraction (Fig. 1c). Thus, the *Tia1* knockout has selective effects on mRNA levels, resulting in abnormal levels of at least three proteins in the pathway of membrane dynamics and lipid storage.

**Fig. 1:**
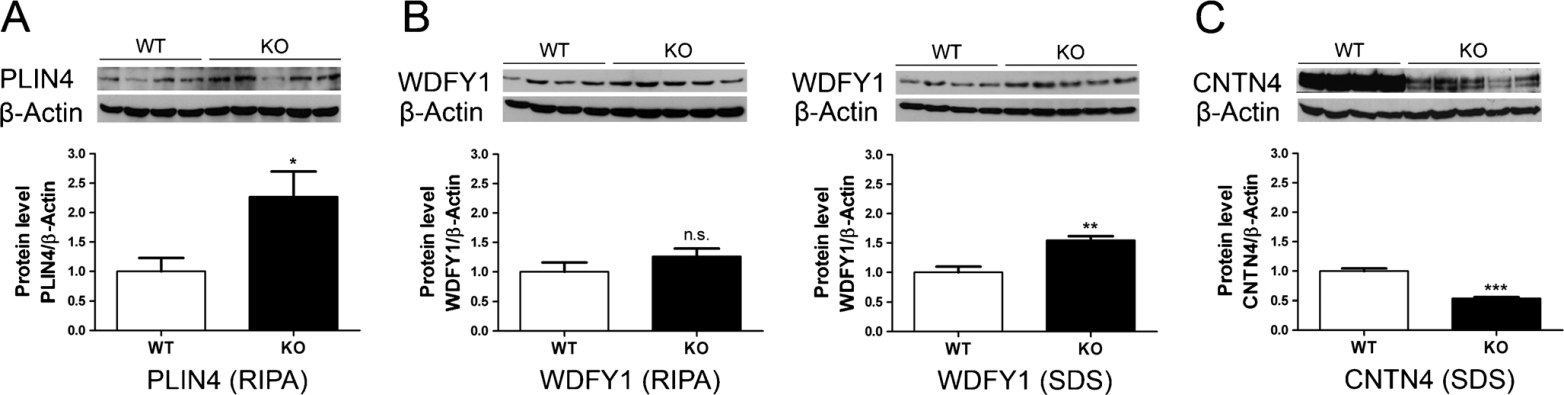
Quantitative immunoblots demonstrate significantly increased levels of perilipin-4 and WDFY1, but decreased levels of CNTN4 in *Tia1* KO tissue. In cerebellum of 12-week-old mice (**a**), the PLIN4 levels were elevated in the RIPA-soluble protein fraction, whereas (**b**) the WDFY1 levels were elevated in the SDS fraction and (**c**) the CNTN4 levels were decreased in the SDS fraction (*n* = 4 WT vs. 5 KO mice)

## Discussion

In the past, transcriptome profiling has been helpful to document changes in overall transcription and RNA processing, leading to the discovery of altered pathways and signaling networks in human disease [53]. While it is usually cumbersome in an organism to unravel how stressors impact neuronal function in molecular detail, this study of knockout tissues identifies novel selective RNA effects of TIA-1, which cause altered levels of the corresponding proteins that modulate membrane dynamics and lipid storage.

TIA-1 is a key stress granule component, capable of nucleating SGs when overexpressed and inhibiting SG formation when absent [10]. As a consequence, one might have expected an alteration in the levels of other stress granule components when TIA-1 is depleted. However, this assumption was not corroborated in the *Tia1* KO mouse tissues for most of the SG-associated genes tested. In the transcriptome data, there was no obvious dysregulation for any other known SG components. 

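Of the 34 measured stress granule components of the fixed list, none passed an adjusted p under 0.05 from limma in KO spinal cord or cerebellum at either age or in midbrain at 24 weeks, where 64 to 247 of the 45037 probe sets of the chip passed, so that a count of 0 in 34 genes says little. At an unadjusted p under 0.05 they were 0 at both ages in spinal cord, 4 at 12 weeks and 0 at 24 weeks in cerebellum, and 4 and 2 in midbrain. In midbrain at 12 weeks Caprin1, an RNA-binding partner of G3BP1, was higher by 0.28 (log2), and 33 genes did not pass; the largest log2 changes were Cpeb1 −0.28 (not passing), Caprin1 0.28, Hnrnpa2b1 0.27 (not passing) and Taf15 −0.27 (not passing) there and Taf15 −0.25, Smn1 0.17, Cpeb1 −0.15 and Hnrnpa2b1 0.14 in spinal cord at 12 weeks, none of which passed in spinal cord. Adjusted over the list alone, 2 genes were higher in cerebellum at 12 weeks and 1 in midbrain at 12 weeks. Tial1, the paralog of Tia1, read between −1.09-fold (adjusted p = 0.706) in cerebellum at 12 weeks and 1.10-fold (adjusted p = 1) in midbrain at 24 weeks and passed the test in none of the 8 comparisons. The RNA-binding proteins Tardbp and G3bp1 read 1.04-fold (adjusted p = 1) and 1.01-fold (adjusted p = 1) in spinal cord at 12 weeks. In liver, Atxn2 was higher at both ages (1.26-fold (adjusted p = 0.00719) at 12 weeks and 1.26-fold (adjusted p = 0.00591) at 24 weeks), and the largest log2 changes of the list were Hdac6 −0.46, Rbfox2 0.35, Atxn2 0.33 and Eif4e 0.30 (not passing) at 12 weeks and Cpeb1 −0.44, Ago2 0.42, Smn1 0.40 (not passing) and Eif4e 0.39 (not passing) at 24 weeks. The list as a whole was neither higher nor lower in any comparison (camera adjusted p from 0.0968 in liver at 24 weeks to 0.841 in cerebellum at 12 weeks). With liver fitted alone, no stress granule gene passed the test in liver, and neither did Caprin1 with midbrain fitted alone; a probe set of Rbfox2 that was higher in liver at 12 weeks (0.35) stands beside another that was lower (−0.39).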

There are several possible explanations for this: (1) the loss of *Tia1* might be compensated by expression changes in other genes that were not present on the chip, by alternative splicing changes that are not represented on the microarray chip or by expression changes with bare significance (e.g. *Tial1*); (2) a *Tia1* KO could have severe effects on the localization of stress granule components without influencing their expression; or (3) *Tia1* deletion might only have an effect on their expression levels under acute stress, which was absent from the tissue of young mice that were kept in a pathogen-free environment and were allowed to eat ad libitum. The slight upregulation of *Tial1* mRNA levels is probably a compensatory effort, since TIA-1 overexpression was observed to substitute for *Tial1* deletion and to correlate inversely with *Tial1* expression levels [54]. 

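Dcp1b, a cofactor of the mRNA decapping enzyme, rose in KO cerebellum at 12 weeks 2.73-fold (log2 change 1.45, SE 0.16, adjusted p = 4.37e-07) and in spinal cord 1.93-fold (adjusted p = 0.00107) at 12 weeks and 1.94-fold (adjusted p = 0.00169) at 24 weeks, by the probe set of Table 1 in 3 KO and 3 WT mice. In cerebellum at 24 weeks and in midbrain it read 1.71-fold (adjusted p = 0.0245), 1.76-fold (adjusted p = 0.0123) and 1.70-fold (adjusted p = 0.0318), and in liver 1.24 and −1.02-fold. Of the 34 measured genes of P-bodies, decapping and mRNA decay, each read by its brightest probe set, none passed limma's test in the 6 nervous tissue comparisons, also when adjusted over the list alone; at an unadjusted p under 0.05 they were 0 in spinal cord and 1 to 3 per comparison in cerebellum and midbrain, and 64 to 247 of the 45037 probe sets of the chip passed the adjusted p. The list's median stayed between −0.02 and 0.04 (log2) in nervous tissue, with camera adjusted p from 0.553 to 0.943. Its largest log2 changes in cerebellum at 12 weeks, where no gene passed, were Dcp1b 0.28, Cnot6l 0.22, Lsm5 0.20 and Cnot8 0.18, and in liver at 12 weeks they were Upf1 −0.63, Lsm2 0.49, Cnot8 −0.41 and Dcp1b −0.24 (not passing), of which none passed with liver fitted alone. The Table 1 probe set of Dcp1b averaged 4.23 (log2) over all arrays, near the medians of the nervous tissue arrays, so its folds are uncertain. In cerebellum at 12 weeks the brightest probe set read 0.28, and the paper's quantitative PCR there also gave a rise smaller than 2.73-fold. The other bright probe set of Dcp1b moved by −0.02 (log2) on average over all comparisons, and the gene lies 202 array genes from Tia1. Its calls were lost in cerebellum at 24 weeks without any 1 of the 6 mice except WT 2 (adjusted p = 0.0579 to 0.25), in midbrain at 12 weeks without KO 122973, WT 2 or WT 3 (adjusted p = 0.0737 to 0.135) and in midbrain at 24 weeks without any 1 of the 6 mice of that age (adjusted p = 0.0669 to 0.301).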

Interestingly, a relatively stronger upregulation of *Dcp1b*, encoding a core component of the mRNA decapping complex in P-bodies, may indicate increased mRNA decay in the absence of TIA-1.

The more substantial effects of the *Tia1* KO on cell cycle and apoptosis-related factors are in agreement with previous reports [19]. A team investigating the effects of *TIA1* knock down in human HeLa cells observed proliferative effects with increased cell numbers in S- or G2/M-phases and an induction of anchorage-independent growth, in parallel to upregulation of interleukin/chemokine transcripts and downregulation of transcript levels for the tumor necrosis factor superfamily member 10 and the P21protein/CDKN1A-activated kinase PAK3 [19]. In partial accord, a recent study of *Tia1* KO effects in murine embryonic fibroblasts observed again a prominent cell cycle effect, but documented reduced rates of cell proliferation, cell cycle progression delay, increased cell size, and apoptosis enhancement [18]. Our data documented downregulated transcript levels for apoptosis-promoting factors such as *Bid* and *Fgfrl1*. 

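Bid, which links death receptor signals to mitochondria, fell in all 8 comparisons, most in liver with −2.64-fold (log2 change −1.40, SE 0.11, adjusted p = 1e-11) at 12 weeks and −2.60-fold (adjusted p = 1.51e-11) at 24 weeks, and in cerebellum to −1.67-fold (adjusted p = 9.62e-05) and −1.70-fold (adjusted p = 5.3e-05). In cerebellum it is dim, at 2.86 in KO and 3.60 in WT mice at 12 weeks (log2) against array medians of at least 4.10, so these folds are uncertain. By quantitative PCR in cerebellum at 12 weeks, the paper also found Bid lower. Its spinal cord values at 12 weeks were 5.03 ± 0.16 (SD, n = 3) in KO and 6.02 ± 0.15 (SD, n = 3) in WT spinal cord (log2). Fgfrl1, a fibroblast growth factor receptor without a kinase domain, fell to −1.59-fold (log2 change −0.67, SE 0.11, adjusted p = 4.2e-04) in cerebellum at 24 weeks and did not pass the test in the other 7 comparisons, with −1.36-fold (adjusted p = 0.057) and −1.35-fold (adjusted p = 0.112) in spinal cord. Of 27 measured apoptosis regulators, Bid was the one lower in 5 of the 6 nervous tissue comparisons; in cerebellum at 12 weeks Casp1, an inflammatory caspase, was lower too, and the largest log2 changes were Bid −0.74, Casp1 −0.69, Bcl2l1 0.35 (not passing) and Tnfsf10 −0.32 (not passing). None rose in nervous tissue at an adjusted p over all probe sets; adjusted over the list alone, 1 was higher and 3 lower in spinal cord at 12 weeks. In liver, 2 were higher and 3 lower at 12 weeks and 4 higher and 5 lower at 24 weeks, the largest at 12 weeks being Bid −1.40, Bik −0.82, Fadd −0.57 and Bok 0.44 (log2), and with liver fitted alone Bid was the 1 gene left at each age. The list was neither higher nor lower in any comparison (camera adjusted p from 0.127 to 0.837), but without Bid it was higher in midbrain at 24 weeks (median 0.09, adjusted p = 0.0129, adjusted p = 0.195 with an estimated correlation). Bid lies 222 array genes from Tia1 on chromosome 6 and Fgfrl1 on chromosome 5.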

The downregulation of *Bid* was previously described to occur after serum starvation and to induce autophagy [55, 56]. The downregulated transcript levels of cell cycle inhibitors such as *Fgfrl1* and *Inca1* on the one hand, together with the upregulated transcript levels of cell cycle enhancers like *Ccnf* and *Nde1* transcripts, seem difficult to integrate with the upregulation of the cell cycle inhibitor *Cdkn1a* on the other hand. 

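Cdkn1a, which encodes the kinase inhibitor p21, rose in KO midbrain 3.70-fold (log2 change 1.89, SE 0.26, adjusted p = 2.86e-05) at 12 weeks and 3.40-fold (adjusted p = 9.45e-05) at 24 weeks and in cerebellum 3.07-fold (adjusted p = 3.35e-04) at 12 weeks, and read 1.99-fold (adjusted p = 0.148) in cerebellum at 24 weeks. Ccnf, the cyclin of an ubiquitin ligase, rose 1.65-fold (adjusted p = 0.0115) in cerebellum at 12 weeks and, in liver, 2.96-fold (adjusted p = 1.48e-09) and 1.73-fold (adjusted p = 3.8e-04). In spinal cord it read 1.44-fold (adjusted p = 0.216) and 1.35-fold (adjusted p = 0.756). At 12 weeks it is dim in cerebellum (4.22 in KO and 3.50 in WT mice, log2) and spinal cord (3.71 and 3.18). The array medians there are at least 4.10 and 4.27, so the folds of Ccnf in these tissues are uncertain. The paper also found Ccnf higher by quantitative PCR in cerebellum at 12 weeks. Nde1, a dynein regulator of the centrosome, rose 1.53-fold (adjusted p = 0.0142) in cerebellum and 1.52-fold (adjusted p = 0.027) in midbrain at 12 weeks. Inca1, an inhibitor of cyclin A1 complexes, did not pass the test in any comparison, with −1.28-fold (adjusted p = 0.274) in spinal cord at 12 weeks and −1.33-fold (adjusted p = 0.144) in cerebellum at 24 weeks. Of 35 cell cycle genes of S and G2/M phase, Mki67, a marker of dividing cells, was the 1 higher in spinal cord at 12 weeks (largest log2 changes Mki67 1.56, Top2a 0.57 (not passing), Ccnf 0.52 (not passing) and Kif11 0.52 (not passing); 5 adjusted over the list alone, camera adjusted p = 1.88e-07, adjusted p = 0.0629 with an estimated correlation), and none was lower in nervous tissue. In that comparison, markers of skeletal muscle, adipocytes, meninges, Schwann cells and, without Mfsd2a, endothelium also lay higher. Their medians were 1.07, 0.57, 0.25, 0.12 and 0.14 (log2). The single genes Chil4, Chil3 and Mmp8 were higher there by 2.56, 2.37 and 2.02 (log2). Whether these genes and Mki67 rose within cells of the cord or came with other cell types was not tested. The calls of these marker lists were lost with an estimated correlation. In liver, 8 were higher and 3 lower at 12 weeks (largest Ccnf 1.57, Mki67 1.34, Cenpf 1.28 and Ccnb2 1.23; adjusted p = 0.022, adjusted p = 0.458 with an estimated correlation; adjusted p = 0.0876 without its genes of Table 1) and 6 higher and 1 lower at 24 weeks (largest Cdk1 1.34, Tk1 −1.33, Rrm2 0.87 and Ccnf 0.79; adjusted p = 0.00309, adjusted p = 0.364 with an estimated correlation). Of 20 kinase inhibitors and other cell cycle brakes, Cdkn1a was higher in 4 of 6 nervous tissue comparisons and Fgfrl1 lower in 1, and of 24 p53 targets, Cdkn1a alone rose in nervous tissue; both lists hold genes of Table 1, chosen on these samples, and so are not independent evidence (adjusted over the list alone, 1 brake was higher and 2 lower and 2 p53 targets were higher in spinal cord at 12 weeks). The brakes were not higher or lower as a list in nervous tissue (largest log2 changes Cdkn1a 1.89, Btg2 −0.66 (not passing), Fgfrl1 −0.37 (not passing) and Cdkn1b −0.33 (not passing) in midbrain at 12 weeks, adjusted p = 0.109), and the p53 targets were higher in cerebellum at 12 weeks (largest Cdkn1a 1.62, Sesn2 0.71 (not passing), Perp 0.31 (not passing) and Fas 0.24 (not passing); adjusted p = 0.0297, adjusted p = 0.251 with an estimated correlation). Without Cdkn1a, the list of p53 targets was not called in cerebellum at 12 weeks (camera adjusted p = 0.144). The call of Ccnf in cerebellum was lost without KO 122970, WT 1 or WT 2 (adjusted p = 0.0843 to 0.165), that of Nde1 there without KO 122970, KO 122972 or WT 1 (adjusted p = 0.0907 to 0.325) and with the tissue fitted alone (adjusted p = 0.14), and that of Nde1 in midbrain without any 1 of the 6 mice except KO 122973 and WT 1 (adjusted p = 0.0771 to 0.255).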

Beyond possible consequences for neurogenesis, there is a clear role of CDKN1A/p21 for glia proliferation [57]. The upregulation of CDKN1A expression is a known response to starvation, which arrests the cell cycle and thus protects from cell death [58, 59]. Beyond glia cells, an additional role of CDKN1A/p21 in adult neurons regarding DNA damage response, neuroprotection, neuronal senescence, motor neuron regeneration, and tauopathy is established [60–66]. In this context, also the upregulation of *Nde1* is interesting, since it encodes a modulator of mitotic spindle function and progenitor migration, which is responsible for neuron number in cortical layers II-IV [67]. Altogether, the role of TIA-1 for regulating cell cycle, cell death, and stress responses in adult nervous tissue is credible.

Our transcriptome profiling highlighted an unknown function for TIA-1 in membrane dynamics and lipid storage. 

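Of the 59 named genes changed the same way in at least 6 of the 8 comparisons, Tia1 left out, 7 belong to fixed lists of lipid droplets, fatty acid oxidation, phosphoinositide and endosomal trafficking, TBC-domain proteins, fatty acid synthesis and cholesterol synthesis. They are Angptl4, Mfsd2a, Plin4, Pnpla2, Pnpla7, Tbc1d24 and Wdfy1, each higher in Tia1 KO mice. Angptl4 and Mfsd2a act on the handling of circulating lipids, Plin4, Pnpla2 and Pnpla7 on droplets and lipolysis, and Tbc1d24 and Wdfy1 on vesicle traffic. The 7 genes are 11.9% of the changed genes, against 155 (0.907%) of 17097 genes on the array (odds ratio 15.4, 95% confidence interval 5.79 to 34.7, Fisher's exact test, 2-sided p = 1.01e-06). All 7 stand in Table 1 and were known when the lists were drawn up, so the share is not independent evidence. The share was 20% (2 of 10) where changed genes were taken by the adjusted p of each comparison, and 7.89% for the genes changed in spinal cord at both ages.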

One-fifth of the altered transcripts detected are involved in lipid storage, transport, or membrane trafficking, a number far exceeding stochastic expectations even in view of the high lipid content of brain tissue. Several dysregulated factors are involved in the formation of lipid droplets. These structures store neutral lipids in their core and are important for lipid transportation [68], vesicle trafficking, and cell signaling [69]. 

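Plin4 rose in KO midbrain 3.53-fold (log2 change 1.82, SE 0.24, adjusted p = 1.47e-05) at 12 weeks and 2.77-fold (adjusted p = 7.46e-04) at 24 weeks, in cerebellum 2.62-fold (adjusted p = 0.00103) and 2.11-fold (adjusted p = 0.0387), and in liver 2.38-fold (adjusted p = 5.22e-04) and 2.64-fold (adjusted p = 8.79e-05). It was the 1 gene of 36 measured lipid droplet proteins and lipases that passed the test in spinal cord and cerebellum at both ages and in midbrain at 12 weeks, and none fell in nervous tissue. In midbrain at 24 weeks Mgll, the lipase of monoglycerides, was also higher, by 0.46 (log2). Adjusted over the list alone, 2 genes were higher in spinal cord at 12 weeks and 4 higher and 1 lower at 24 weeks. The largest log2 changes of the list were Plin4 1.81, Pnpla2 0.50 (not passing), Plin5 0.48 (not passing) and Cidea 0.47 (not passing) in spinal cord at 12 weeks and Plin4 1.25, Plin5 1.15, Lpin1 0.85 and Lpin2 0.76 in liver at 12 weeks, where 10 genes rose and 2 fell; at 24 weeks 5 rose and 2 fell. The list as a whole was higher in liver at 12 weeks (camera adjusted p = 1.89e-04, adjusted p = 0.0102 with an estimated correlation) and not in nervous tissue (adjusted p = 0.064 in cerebellum at 12 weeks). It holds Table 1 genes chosen on these samples, so this is not independent evidence. Without them, the list stayed higher in liver at 12 weeks (adjusted p = 0.00282). The same held with an estimated correlation (adjusted p = 0.0212), and 7 of the genes left were higher and 2 lower. In spinal cord at 12 weeks, 10 adipocyte markers lay higher in KO mice by a median of 0.57 (log2; largest Adipoq 1.05, Retnla 0.99, Fabp4 0.85 and Car3 0.72) with no marker passing the test over all probe sets and 2 adjusted over the list alone (adjusted p = 5.15e-04, adjusted p = 0.296 with an estimated correlation), and at 24 weeks by a median of 0.52 (adjusted p = 0.0265, adjusted p = 0.505 with an estimated correlation). In liver at 12 weeks 2 of the adipocyte markers rose (median 0.50, adjusted p = 0.177 for the list) and 1 of 16 skeletal muscle markers (median 0.94, adjusted p = 0.105). The cerebellar call of Plin4 at 24 weeks was lost without any 1 of the 6 mice except KO 122972 and WT 3 (adjusted p = 0.2 to 0.344), its liver call at 12 weeks with liver fitted alone (adjusted p = 0.0547), where 3 genes of the list were higher.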

Perilipin 4 (encoded by *Plin4*) was shown in adipocytes to coat the nascent lipid droplets [70]. Accordingly, an upregulation of *Plin4* in the *Tia-1* KO mice might correlate with an enhanced formation or turnover of lipid droplets. This notion is strengthened by the fact that two other lipid droplet components, *Pnpla2* and *Pnpla7* (encoding patatin-like phospholipase domain containing 2 and 7, respectively) also show increased transcript levels. 

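Pnpla2, the adipose triglyceride lipase, read 1.42-fold (log2 change 0.50, SE 0.15, adjusted p = 0.226) in KO spinal cord at 12 weeks, 1.41-fold (adjusted p = 0.411) at 24 weeks and 1.40-fold (adjusted p = 0.145) in cerebellum at 12 weeks, none of which passed the test in the single comparison. It rose in liver, 1.63-fold (log2 change 0.71, SE 0.15, adjusted p = 0.00117) at 12 weeks and 1.43-fold (adjusted p = 0.0163) at 24 weeks. Pnpla7, a lysophospholipase of the same family, read 1.24-fold (adjusted p = 0.749) and 1.42-fold (adjusted p = 0.112) in spinal cord and 1.37-fold (adjusted p = 0.241) in cerebellum at 24 weeks, and rose in liver at 12 weeks 1.34-fold (log2 change 0.42, SE 0.13, adjusted p = 0.028). Both belong to the probe sets higher in at least 6 comparisons by the nested F decisions, which weigh a probe set's 8 comparisons together. With liver fitted alone none of these liver calls passed (adjusted p = 0.107 and 0.208 for Pnpla2, 0.258 for Pnpla7). The 24-week liver call of Pnpla2 was also lost without KO 122970, WT 2 or WT 3 (adjusted p = 0.066 to 0.0844), and that of Pnpla7 without KO 122970, KO 122972 or WT 3 (adjusted p = 0.0651 to 0.177).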

*Pnpla2* hydrolyzes triglycerides, thus providing the organism with energy through the supply of free fatty acids and altering membrane composition [68, 71]. This mechanism becomes important during starvation stress. Furthermore, it has been shown that *Pnpla7* levels are increased by fasting and that PNPLA7 may be involved in organophosphorus compound-induced motor neuron degeneration [72, 73]. 

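Mfsd2a, which carries lysophosphatidylcholine across the blood-brain barrier, rose in KO midbrain 1.96-fold (log2 change 0.97, SE 0.16, adjusted p = 9.14e-04) at 12 weeks and 1.74-fold (adjusted p = 0.017) at 24 weeks, in cerebellum 1.58-fold (adjusted p = 0.0455) at 12 weeks and in liver 2.77-fold (adjusted p = 4.33e-08) at 12 weeks. In spinal cord it read 1.51-fold (adjusted p = 0.153) and 1.37-fold (adjusted p = 0.856), and the former passed with spinal cord fitted alone (adjusted p = 0.0304). In midbrain at 24 weeks the other 14 endothelial, pericyte and blood-brain barrier markers lay higher too (median 0.27, adjusted p = 8.95e-08, adjusted p = 0.00778 with an estimated correlation). Angptl4 rose in cerebellum 2.05-fold (log2 change 1.04, SE 0.19, adjusted p = 0.00176) at 12 weeks and 1.77-fold (adjusted p = 0.0449) at 24 weeks, in midbrain 2.44-fold (adjusted p = 8.44e-05) at 24 weeks and in liver 2.19-fold (adjusted p = 6.78e-05) at 12 weeks, and read 1.74-fold (adjusted p = 0.0502) in midbrain at 12 weeks, where it passed with midbrain fitted alone (adjusted p = 0.00404). The knockout effect on Mfsd2a in liver was smaller at 24 than at 12 weeks, by a difference of −1.23 (log2) that passed limma's test. The calls of Mfsd2a were lost in cerebellum without any 1 of the 6 mice except WT 1 (adjusted p = 0.0567 to 0.252) and with the tissue fitted alone (adjusted p = 0.0664), and in midbrain at 24 weeks without any 1 of the 6 mice of that age (adjusted p = 0.0501 to 0.168). The cerebellar call of Angptl4 at 24 weeks was lost without any 1 of the 6 mice except KO 122972 and WT 3 (adjusted p = 0.176 to 0.559) and with cerebellum fitted alone (adjusted p = 0.0625).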

Although our animals were not fasting, two other transcripts that are normally increased under this condition were also upregulated, namely *Mfsd2a* and *Angptl4* [74–76]. These data suggest that there are fasting-like stress conditions in the *Tia1* KO mouse model, which are independent of food availability, but balance the organism towards gaining energy from fatty acids. Thus, deletion of *Tia1* increases the levels of transcripts that are normally induced by fasting conditions and are involved in lipid transport and membrane trafficking.

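Of 27 measured glucocorticoid-induced genes, 9 rose in KO spinal cord at 12 weeks (20 adjusted over the list alone), 10 in cerebellum (17) and 10 in midbrain (15), and none fell. At 24 weeks 4 rose in spinal cord (7 adjusted over the list alone), 3 in cerebellum (10) and 5 in midbrain (7). The largest log2 changes at 12 weeks were Lcn2 1.88 (not passing), Plin4 1.81, Sgk1 1.60 and Arrdc2 1.23 in spinal cord, Cdkn1a 1.62, Plin4 1.39, Arrdc2 1.20 and Fkbp5 1.14 in cerebellum and Cdkn1a 1.89, Plin4 1.82, Sgk1 1.39 and Arrdc2 1.17 in midbrain. Of 32 genes of the fasting response that PPAR-alpha induces, with fatty acid oxidation, Angptl4 or Mfsd2a or both rose in nervous tissue and the other 30 did not pass the test (largest Angptl4 1.32, Cd36 0.61 (not passing), Mfsd2a 0.46 (not passing) and Cpt1b 0.37 (not passing) in spinal cord at 24 weeks). In liver at 12 weeks 20 of them rose (22 adjusted over the list alone), the largest log2 changes being Cyp4a10 3.54, Acot2 2.85, Acot1 2.61 and Acot3 2.38, at 24 weeks 9 (12), the largest being Fgf21 1.53, Acot3 1.26, Acot1 1.00 and Acot2 0.93, and none fell; with liver fitted alone 8 and 1 rose. Of 26 FOXO and gluconeogenesis genes, Klf15 and Txnip rose in spinal cord and cerebellum at 12 weeks (3 and 2 genes adjusted over the list alone), with the largest log2 changes for Ddit4 0.83 (not passing), Txnip 0.61, Klf15 0.55 and Bcl6 0.32 (not passing) and for Txnip 0.92, Bcl6 0.71 (not passing), Ddit4 0.61 (not passing) and Klf15 0.60. The glucocorticoid list was higher in the 6 nervous tissue comparisons, from camera adjusted p = 6.85e-40 in spinal cord at 12 weeks to 3.32e-13 in cerebellum at 24 weeks, where the call was lost (adjusted p = 0.0629 with an estimated correlation), and in liver at 12 weeks (adjusted p = 1.16e-07, adjusted p = 0.195 with an estimated correlation). In spinal cord at 12 weeks markers of skeletal muscle, adipocytes, meninges, Schwann cells and endothelium also lay higher. Their medians were 1.07, 0.57, 0.25, 0.12 and, without Mfsd2a, 0.14 (log2). These calls were lost with an estimated correlation (adjusted p = 0.233 for endothelium, higher for the others). Choroid plexus markers at 12 weeks lay lower in cerebellum (median −0.40) and higher in midbrain (0.69), calls lost in the same way. Oligodendrocyte markers at 24 weeks lay lower in spinal cord, cerebellum and midbrain (−0.20, −0.11 and −0.15). Endothelial markers without Mfsd2a lay higher in midbrain at 24 weeks (0.27). These 24-week calls were kept with an estimated correlation (camera adjusted p = 0.00371 to 0.0386). The PPAR-alpha list was higher in spinal cord at 12 weeks (adjusted p = 0.0485, adjusted p = 0.628 with an estimated correlation) and 24 weeks (adjusted p = 6.73e-04, adjusted p = 0.364 with an estimated correlation), in midbrain at 24 weeks (adjusted p = 0.0239, adjusted p = 0.527 with an estimated correlation), and in liver at 12 weeks (adjusted p = 1.31e-21, adjusted p = 0.00186 with an estimated correlation) and 24 weeks (adjusted p = 3.33e-04, adjusted p = 0.314 with an estimated correlation). The FOXO list was higher in spinal cord (adjusted p = 0.00245, adjusted p = 0.147 with an estimated correlation), cerebellum (adjusted p = 0.00255, adjusted p = 0.147 with an estimated correlation) and liver (adjusted p = 0.0297, adjusted p = 0.356 with an estimated correlation) at 12 weeks. The glucocorticoid and PPAR-alpha lists hold genes of Table 1, chosen on these samples, and are not independent evidence; without them, the former was higher in 6 of 6 nervous tissue comparisons and the latter in 1, spinal cord at 24 weeks (adjusted p = 0.0291). With an estimated correlation, the call of the latter was lost (adjusted p = 0.66), and so were the 24-week calls of the former (adjusted p = 0.146 in spinal cord, 0.171 in cerebellum and 0.205 in midbrain). Of 18 clock genes, Dbp fell in the 6 nervous tissue comparisons and fell by 0.83 (log2) in spinal cord at 12 weeks. Npas2 rose in cerebellum by 0.62 and 0.65 at the 2 ages. The largest log2 changes in spinal cord at 12 weeks were Dbp −0.83, Ciart −0.42 (not passing), Per3 −0.30 (not passing) and Bhlhe40 −0.28 (not passing). In cerebellum at 12 weeks they were Dbp −0.85, Npas2 0.62, Ciart −0.31 (not passing) and Arntl 0.27 (not passing). Tested among the lists without genes of Table 1, the clock list was lower in spinal cord and midbrain at both ages (camera adjusted p = 0.00299 to 0.0392). So it was in cerebellum at 12 weeks (adjusted p = 0.0282) and liver at 24 weeks (adjusted p = 0.0195). With an estimated correlation each of these calls was lost (adjusted p = 0.0865 to 0.228). The list was not called in cerebellum at 24 weeks (adjusted p = 0.636) or liver at 12 weeks (adjusted p = 0.266). By the nested F decisions, a probe set of Per3 was lower in at least 6 comparisons (mean log2 change −0.35 over the 8). The 24-week call of Dbp in cerebellum was lost without any 1 of the 6 mice except KO 122972 and WT 3 (adjusted p = 0.0799 to 0.101), and those of Npas2 there without any 1 of the 6 mice except WT 2 and WT 3 (adjusted p = 0.0733 to 0.174) at 12 weeks and without any 1 of the 6 mice of that age (adjusted p = 0.0531 to 0.294) at 24 weeks. In liver at 12 weeks Npas2 was called lower (−0.43, log2). That call was lost without KO 122972, KO 122973, WT 2 or WT 3 (adjusted p = 0.121 to 0.245). From the rise of Pnpla7, Mfsd2a and Angptl4, which fasting normally induces, in mice that were not fasting, the paper proposes fasting-like stress conditions that do not depend on food, and concludes that deletion of Tia1 raises fasting-induced transcripts of lipid transport and membrane trafficking.

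**Figure D2:**
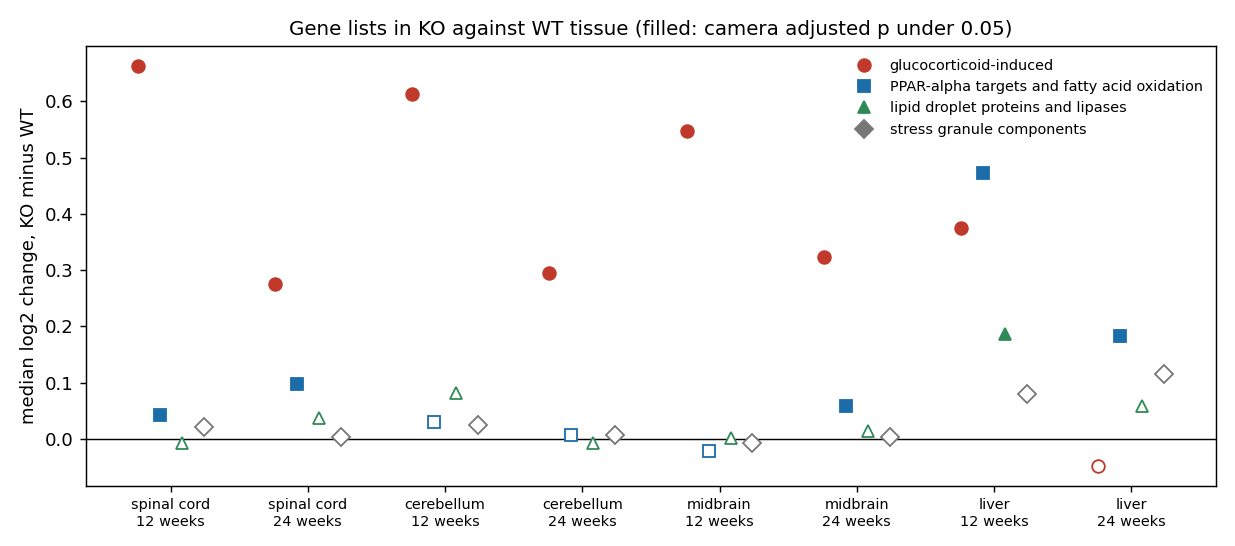
Median log2 change (KO minus WT) of the measured genes of 4 lists in each comparison. Filled symbols passed the camera test at an adjusted p under 0.05, and the glucocorticoid-induced genes stand highest in spinal cord at 12 weeks, at 0.66.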

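Wdfy1, whose protein binds phosphatidylinositol 3-phosphate on endosomes, rose by its second probe set of Table 1 at 24 weeks in KO midbrain 3.85-fold (log2 change 1.95, SE 0.17, adjusted p = 5.34e-10), in cerebellum 2.91-fold (adjusted p = 1.07e-07) and in liver 3.66-fold (adjusted p = 1.77e-10). At 12 weeks it read 1.45-fold (adjusted p = 0.288) in midbrain, 1.31-fold (adjusted p = 0.474) in cerebellum and 1.34-fold (adjusted p = 0.101) in liver, none of which passed the test for this probe set. The spinal cord values were 8.52 ± 0.04 (SD, n = 3) in KO and 8.07 ± 0.34 (SD, n = 3) in WT spinal cord at 12 weeks and 8.45 ± 0.03 (SD, n = 3) in KO and 6.72 ± 0.13 (SD, n = 3) in WT spinal cord at 24 weeks (log2). Between 12 and 24 weeks the mean of WT mice changed by −1.35 in spinal cord, −1.11 in cerebellum, −1.46 in midbrain and −1.63 in liver, and that of KO mice by −0.07, 0.04, −0.06 and −0.18 (log2). At 12 weeks the WT mouse 2 had a mean of 8.54 over the nervous tissues, against 7.96 and 7.90 in WT 1 and WT 3 and 8.61 in KO 122970. By the same probe set, the knockout effect of Wdfy1 differed between the ages in each of the 4 tissues by limma's test, by 1.28 in spinal cord, 1.15 in cerebellum, 1.41 in midbrain and 1.45 in liver (log2). The first probe set passed in each tissue too, and the third in midbrain (1.34, adjusted p = 0.0366) but not in spinal cord (1.24, adjusted p = 0.0679), cerebellum (0.99, adjusted p = 0.298) or liver (0.74, adjusted p = 0.0856). Of the 30 genes of phosphoinositide and endosomal trafficking, Wdfy1 alone passed the test in nervous tissue, at 24 weeks, with 29 not passing in each of the 3 tissues, also adjusted over the list alone. The list was higher in cerebellum at 24 weeks (largest log2 changes Wdfy1 1.54, Zfyve1 0.23 (not passing), Zfyve26 0.19 (not passing) and Vps4b 0.12 (not passing); camera adjusted p = 0.014, adjusted p = 0.405 with an estimated correlation), holds Wdfy1 from Table 1 and is not independent evidence. Without Wdfy1, that list was not called in cerebellum at 24 weeks (camera adjusted p = 0.14). The first Wdfy1 probe set of Table 1 was also called in liver at 12 weeks (1.45-fold (adjusted p = 0.028)), a call lost with liver fitted alone (adjusted p = 0.117) and without KO 122972, KO 122973 or WT 3 (adjusted p = 0.0914 to 0.112).

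**Figure D3:**
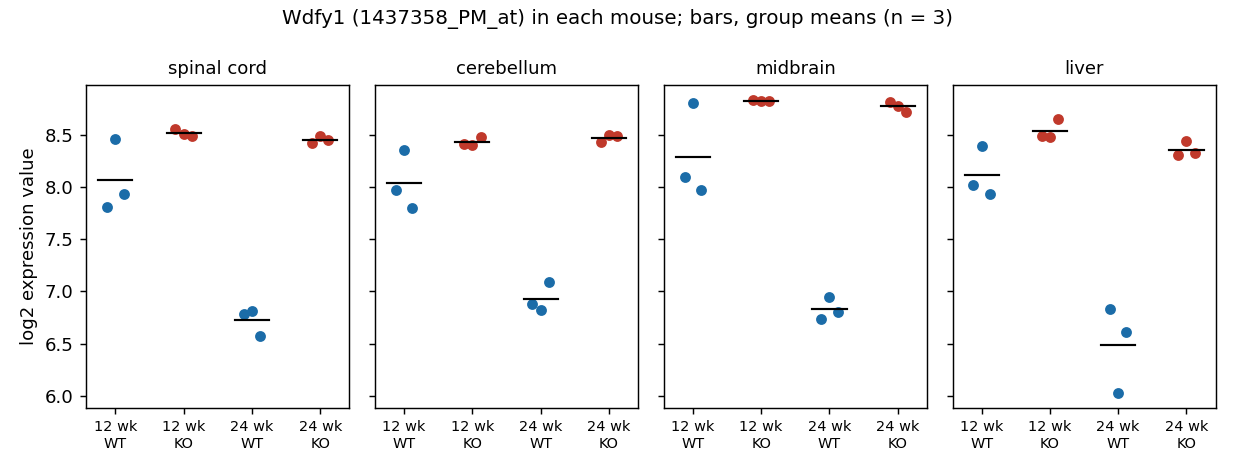
Log2 expression value of Wdfy1 (second probe set of Table 1) in each mouse, by tissue, age and genotype, with 3 mice per group (blue points, WT; red points, KO; bars, group means). In spinal cord the mean of WT mice changed by −1.35 between 12 and 24 weeks and that of KO mice by −0.07.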

The *Tia1* KO-induced upregulation of *Wdfy1* and downregulation of *Cntn4* levels modulate two factors implicated in phosphoinositide-dependent membrane binding. The WD repeat and FYVE domain-containing 1 protein interacts with phosphoinositide-3-phosphate enriched endosomal membranes, in particular under stress-induced acidic conditions, helping to recruit other proteins involved in membrane trafficking [52, 77]. Upregulation of *Wdfy1* can be induced by pharmacological inhibition of autophagy during starvation stress [78]. Interestingly, *Wdfy1* level upregulation and *Tia1* dysregulation were among the 16 most promising biomarkers that characterized the brain of mouse model of Alzheimer’s disease, with *Wdfy1* showing the changes earlier than *Tia1* [79]. Similarly, the upregulation detected consistently by two oligonucleotide spots for *Tbc1d24* encodes an activator of small GTPases involved in the regulation of membrane trafficking, which was shown to act as potent modulator of primary axonal arborization [80, 81]. 

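Tbc1d24 rose by its first probe set of Table 1 in KO cerebellum at 12 weeks 1.95-fold (log2 change 0.96, SE 0.14, adjusted p = 9.62e-05) and in spinal cord at 12 weeks 1.68-fold (adjusted p = 0.00397), and in liver 1.49-fold (adjusted p = 0.00728) and 1.34-fold (adjusted p = 0.0468). At 24 weeks it read 1.42-fold (adjusted p = 0.319) in spinal cord and 1.54-fold (adjusted p = 0.0527) in cerebellum. Its second probe set did not pass the test in any single comparison, with 1.97-fold (adjusted p = 0.0638) in spinal cord and 1.85-fold (adjusted p = 0.146) in midbrain at 12 weeks; with each tissue fitted alone it passed at 12 weeks in cerebellum (adjusted p = 0.0223) and midbrain (adjusted p = 0.0341). Of 23 measured TBC-domain activators of Rab GTPases, Tbc1d24 was the 1 gene higher in nervous tissue, in 2 of 6 comparisons, and none was lower; adjusted over the list alone, 2 were higher in cerebellum at 12 weeks, where the largest log2 changes were Tbc1d24 0.96, Tbc1d25 0.41 (not passing), Tbc1d17 0.36 (not passing) and Tbc1d1 0.24 (not passing). Tbc1d1, linked to obesity, read −1.06-fold (adjusted p = 1) in spinal cord at 12 weeks. In liver, Tbc1d8 was higher at both ages, and Tbc1d4, which acts on glucose transporter traffic, at 12 weeks (largest log2 changes Tbc1d4 0.70, Tbc1d24 0.57, Tbc1d9 −0.43 and Tbc1d8 0.39 at 12 weeks and Tbc1d8 0.98, Tbc1d24 0.42, Tbc1d19 −0.34 and Tbc1d12 0.29 (not passing) at 24 weeks), none of which passed with liver fitted alone. The list was neither higher nor lower in any comparison (camera adjusted p from 0.21 to 0.877). The spinal cord call of Tbc1d24 was lost without WT 2 or WT 3 (adjusted p = 0.0504 to 0.0524) and its liver calls with liver fitted alone (adjusted p = 0.216 and 0.334).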

Its homolog *Tbc1d1* was linked to human obesity and a *Tbc1d1* mutation underlies the absence of diet-induced obesity in the lean mouse strain [82–84]. A perhaps even more intriguing finding regarding medical relevance is the downregulation of contactin-4, since this glycosylphosphatidylinositol-anchored neuronal adhesion protein is involved in axon guidance and synaptic plasticity [85–88] and interacts with the Alzheimer’s disease mediator amyloid precursor protein [89]. 

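Cntn4 fell in KO cerebellum to −2.32-fold (log2 change −1.22, SE 0.14, adjusted p = 4.54e-07) at 12 weeks and −2.61-fold (log2 change −1.39, SE 0.14, adjusted p = 2.75e-08) at 24 weeks, and in midbrain at 24 weeks to −1.58-fold (adjusted p = 0.0239). Its cerebellar values at 24 weeks were 4.95 ± 0.09 (SD, n = 3) in KO and 6.33 ± 0.12 (SD, n = 3) in WT cerebellum (log2). In spinal cord it read −1.31-fold (adjusted p = 0.531) at 12 weeks and −1.50-fold (adjusted p = 0.0785) at 24 weeks, and the knockout effect was lower in cerebellum than in spinal cord, by a difference of −0.81 (log2) that passed limma's test. Of 26 contactins and other axonal adhesion genes, Cntn4 was the 1 gene lower in nervous tissue, in 3 of 6 comparisons, and none was higher; adjusted over the list alone it was the 1 lower gene in those 3 and 1 gene was lower in spinal cord at 24 weeks. Cntn4 lies on chromosome 6, as Tia1 does. Its paralogs Cntn1 and Cntn2 read 1.04-fold (adjusted p = 1) and 1.22-fold (adjusted p = 0.81) in cerebellum at 12 weeks. In liver the largest log2 changes were Nrxn2 −0.62, L1cam 0.57 (not passing), Nfasc 0.53 and Cntn4 0.52 at 12 weeks and L1cam −0.95, Nfasc −0.70, Ncam2 −0.61 and Cntnap4 0.47 at 24 weeks, of which none passed with liver fitted alone. The list was lower in spinal cord at 24 weeks (largest log2 changes Cntn4 −0.58, Cntn5 −0.51, Cntn6 −0.31 and Ncam2 −0.26; camera adjusted p = 0.0493, adjusted p = 0.299 with an estimated correlation) and contains Cntn4 from Table 1, so that this is not independent evidence. Without Cntn4, that list was not called in spinal cord at 24 weeks (camera adjusted p = 0.213). The midbrain call of Cntn4 was lost without any 1 of the 6 mice except KO 122970 (adjusted p = 0.0592 to 0.201), while with midbrain fitted alone Cntn4 passed also at 12 weeks (adjusted p = 0.0178).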

Genetic haploinsufficiency of contactin-4 was demonstrated to cause developmental delay [90]. Other members of the contactin protein family have been implicated in selective motor neuron pathology, namely contactin-1 in human [91] and the contactin-2 ortholog in zebrafish [92, 93]. It is noteworthy that contactin-2/TAG1 is a strong regulator of diet-induced obesity [94]. Thus, these data emphasize the role of TIA-1 for the stress-dependent composition and trafficking of membranes as well as their protein interactions.

It is important to note that the effect of TIA-1 on lipid and membrane dynamics is paralleled by similar effect of two other SG components. A genetic ablation of the RNA-binding protein ATXN2 in mice leads to obesity, appearance of lipid droplets in the liver, increased blood cholesterol, cerebellar gangliosides, and sulfatides [95]. Conversely, gain-of-function mutations of ATXN2 lead to a multisystem atrophy of the nervous system [39]. This scenario with ATXN2 loss-of-function affecting lipid homeostasis, while its excess causes neurodegenerative diseases, shows a striking similarity to the effects of TDP-43. Postnatal deletion of the TDP-43-encoding *Tardbp* gene was shown to cause dramatic loss of body fat and weight together with a downregulation of the leanness factor *Tbc1d1* [96]. Conversely again, the overexpression of *Tardbp* leads to increased fat deposition and adipocyte hypertrophy together with an upregulation of *Tbc1d1* [97]. A representative TDP-43 mutation that causes neurodegenerative diseases was shown to enhance normal TDP-43 splicing function for some RNA targets but loss-of-function for others, in the absence of aggregation or nuclear depletion of TDP-43 [98]. Jointly, these data underscore a prominent role of three SG components for mRNAs that regulate lipid metabolism and membrane composition under stress.

In conclusion, our data show that ablation of *Tia1* in mouse tissues leads to changed expression levels of few constituents of the mRNA processing machinery, of specific cell cycle and apoptosis pathways components, and of various lipid storage and membrane dynamics factors. We propose that TIA-1 depletion induces starvation-like conditions as a trigger for the upregulation of these transcripts. These findings may be relevant to elucidate the role of stress granules and aberrant RNA processing for the prominent axon transport pathology in motor neuron diseases such as ALS, SMA, FTD, and SCA2.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Figure 1 qPCR analysis of cerebellar expression in 12-week-old WT and *Tia1* KO mice validates most microarray findings. Several transcripts involved in (A) cell cycle regulation, (B) lipid storage and membrane dynamics, and (C) RNA processing were demonstrated to show significant expression changes (n = 6 WT vs. 6 KO mice, the order within each pathway is alphabetical). The >3-fold upregulation of *Plin4* and *Wdfy1* and >−2-fold downregulation of *Cntn4* transcript levels were prominent. (JPEG 1581 kb)

## Abbreviations

*Angptl4*: Angiopoietin-like 4
*Atxn2*: Ataxin-2
*Bid*: BH3 interacting-domain death agonist
*Ccnf*: Cyclin F
*Cdkn1a*: Cyclin-dependent kinase inhibitor 1A (P21/Cip1)
*Cntn4*: Contactin-4
*Dcp1b*: DCP1 decapping enzyme homolog B (*S. cerevisiae*)
*Fgfrl1*: Fibroblast growth factor receptor-like 1
*Inca1*: Inhibitor of CDK cyclin A1 interacting protein 1
*Mfsd2a*: Major facilitator superfamily domain containing 2A and angiopoietin-like 4
*Nde1*: Nuclear distribution gene E homolog 1 (NudE neurodevelopment protein 1)
*Pabpc1*: Poly(A)-binding protein cytoplasmic 1
*Plin4*: Perilipin-4
*Pnpla2*: Patatin-like phospholipase domain containing 2
*Pnpla7*: Patatin-like phospholipase domain containing 7
*Tbc1d24*: TBC1 domain family member 24
*Tbp*: TATA-box-binding protein
*Tardbp*: TAR DNA-binding protein-43 (TDP-43)
*Tia1*: T-cell-restricted intracellular antigen-1 cytotoxic granule-associated RNA-binding protein (TIA-1)
*Tial1*: TIA1 cytotoxic granule-associated RNA binding protein-like 1
*Tprkb*: Tp53rk binding protein
*Tsen2*: tRNA splicing endonuclease 2 homolog (*S. cerevisiae*)
*Wdfy1*: WD repeat and FYVE domain-containing 1 (FENS-1)

How the deposited data were processed for this re-analysis (not part of the article)

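Gene expression was measured in spinal cord, cerebellum, midbrain and liver of 3 Tia1 KO and 3 WT mice at each of 12 and 24 weeks of age, on 48 Affymetrix arrays. The log2 expression values were used as deposited by the authors, who had background corrected, quantile normalized and summarized them with Robust Multichip Average in R 2.14.0. No scanner intensities were analysed here, and the quantitative PCR and immunoblot measurements were not analysed here. The table holds 45141 probe sets, of which 104 controls were left out and 45037 tested. The platform annotation gives 1 gene symbol to 28898 probe sets, several to 551 and none to 15588, and the chromosome and order of genes were taken from a RefSeq annotation of the mouse genome, which was used for neighbour order only. The labels number the WT mice 1 to 3 and the KO mice 122970, 122972 and 122973 at both ages, and state the ages as 3 and 6 months. The array correlation was at least 0.985 within groups and no array was left out.

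The analysis used R 4.3.3 with limma 3.58.1 and statmod 1.5.0. A linear model with the mean of each of the 16 groups was fitted to every probe set, the KO minus WT difference was taken in each of the 8 tissue and age comparisons, and the spread was moderated by empirical Bayes with a prior of 4.97 degrees of freedom beside 32 residual ones. Single comparisons were called at an adjusted p under 0.05 (Benjamini-Hochberg over the probe sets tested) from limma's moderated test. Sets changed at both ages or in at least 6 of 8 comparisons were taken from the nested F method of decideTests, and a probe set with an opposite decision in any comparison was left out of the latter. Differences of the knockout effect between the ages in each tissue, and between cerebellum and spinal cord, were tested as contrasts in the same model. Lists of pathway genes and cell type markers gave 280 tests with camera (correlation between genes 0.01) over the brightest probe set of each gene, with p-values adjusted over all of them. Shares of genes were compared with Fisher's exact test, 2-sided. These tests, the lists, the alternatives below and a rule for naming genes were fixed before the data were examined, when the values of Table 1 had been seen. The rule gives each gene the paper names from its arrays, the 10 probe sets per tissue and direction with the largest mean change among those called at both ages, the members of the sets changed in at least 6 comparisons, the 4 members of a described list with the largest change in the comparison described, and the 5 probe sets per direction with the largest called difference between ages or tissues. Which of these genes and which comparisons of a list the text describes was chosen after the results were seen, and Ide, named for differing between the ages in several tissues, lies outside the rule.

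The same steps were tested on simulated data with 45037 probe sets and 3 mice per group. In the comparison made like spinal cord at 12 weeks, the called set held 71.2% of the probe sets changed by 1.5-fold, 97.0% of those changed by 2-fold and 100% of those changed by 3-fold, and 8 of 190 called probe sets were unchanged ones. No unchanged probe set entered a set changed in at least 6 comparisons, and 2 unchanged ones were called for the age difference. Of 280 list tests the moved list was found and 0 others passed. On the real arrays, splits mixing the genotypes at both ages gave up to 36 list calls. The simulated 0 therefore gives no rate of false list calls for the real arrays. The number of arrays limits the precision: the median SD within groups was 0.108 in spinal cord, 0.128 in cerebellum, 0.0980 in midbrain and 0.192 in liver (log2). Samples of 1 mouse were hardly more alike across tissues than samples of other mice of the group (median residual correlation 0.0511 over 72 pairs against −0.0219 over 144), and the consensus correlation of the mouse as a replicate block was 0.0303. The same mouse number at the other age, KO or WT, gave a median correlation of −0.00320 over 24 pairs within a tissue. Samples known to share a mouse reached only 0.0511 across tissues, so this value cannot decide whether mice were shared between the ages. The ages were treated as separate mice, since the paper states that the mice were killed before the tissues were removed.

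The fixed alternatives were the other decision method, each tissue fitted alone, each tissue and age fitted alone, a filter on dim probe sets, quantile normalization again within each tissue, a trended and robust prior, the mouse as a replicate block, an adjusted p under 0.01, a change of at least 1.2-fold, leaving out each mouse in turn, an estimated correlation or the mean of all probe sets in the list tests, and other sets of changed genes for the shares. Lists without the genes of Table 1 and counts without the probe sets of chromosome 6 were chosen after seeing the data. Splits of the mice into groups of 3 within each age were counted, the real one among them: 100 of the 200 possible for results over both ages, and all 10 for a single age. The result of 1 gene and of its pathway list is not reported here.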

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

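The tests of the Tia1 neighbourhood, of genes wherever they lie, of the WT mice, of mislabelling, of an effect that changes with age and of the time of day were chosen only after the result was seen, as were the test of chromosome 17, the clock arms without Dbp and Npas2, and the division of the splits by genotype. The tests of probe variants, and of glucocorticoids and fasting by lists without Table 1 genes, were chosen after the clustering on chromosome 6 and the results of the whole lists had been seen, with their bounds set before their own values were computed; the splits of the mice were chosen before.

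Many consistently changed genes lie near Tia1 on chromosome 6: 21 of 59 named genes, an odds ratio of 9.61, all but Gng11 between 47 array genes before and 222 after Tia1. Regulation by TIA-1 of genes wherever they lie would give an odds ratio near 1, and the lower limit of its 95% interval, 5.33, argues against that as the whole cause of the clustering. A segment of another strain around Tia1 kept in the KO line is consistent with the odds ratio of 9.61 and could change neighbours such as Erc1, Ninj2, Gkn3, Bid, Dcp1b and Tprkb without TIA-1. Strain variants under the probes that change binding and not the transcript level cannot be told apart from changed transcripts for these genes as a set. In the 9 of them with other bright probe sets, those carried a median share of 0.516 of the change, against 0.885 in 16 genes of other chromosomes (one-sided permutation p = 0.0232). Among the neighbours named, the share was −0.02 for Erc1, −0.02 for Dcp1b and −0.08 for Tprkb, and Ninj2, Gkn3 and Bid have no other bright probe set. An effect of the loss of TIA-1 on single neighbours stays open and was not tested. Chromosome 17 held 9 more of the 59 genes, among them Plin4, Angptl4, Cdkn1a, Fkbp5, Ccnf, Tbc1d24 and Tedc2 (odds ratio 3.74, 95% confidence interval 1.61 to 7.72, Fisher's exact test, 2-sided p = 0.00146; 6.08 without the genes of chromosome 6). A segment around Tia1 does not cover these, and the cause was not tested.

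The knockout effect on Wdfy1, Nnt, Gabra2, Ide, Slc25a37, Entpd4 and a few others differed between 12 and 24 weeks in at least 2 tissues (16 probe sets), and 14 of the 16 (87.5%) moved more between the ages in WT than in KO mice. The other 2 moved more in KO mice, Meg3 by −1.43 (log2) against −0.28 in WT and Gpc6 by −0.64 against 0.34, and are not covered by a difference among WT mice alone. Neither is a probe set without a gene symbol among the 14, which moved by −2.08 in WT and 1.33 in KO mice. The 16 are not independent, since Wdfy1, Nnt, Ide and Gabra2 each enter by 2 probe sets. Slc25a37 and Entpd4 both lie on chromosome 14. The 87.5% is thus a share of probe sets and not of genes. A KO mouse labelled as WT is argued against, since every WT mouse exceeded every KO mouse in the Tia1 exon 4 probe set by at least 1.55 (log2) in each nervous tissue. WT mice of different genetic background at the 2 ages may account for the 87.5%. Nnt, which carries a deletion in C57BL/6J mice, moved by −1.09 (log2) in WT and −0.07 in KO mice. Over the nervous tissues it averaged 7.96 to 8.05 in the 12-week WT mice. It averaged 6.80 to 6.95 in the 24-week WT mice and 6.83 to 6.96 in the KO mice of both ages. Slc25a37, Entpd4 and Gabra2 also set the 12-week WT mice apart. Wdfy1 instead was lowest in the 24-week WT mice, and Meg3 in the 24-week KO mice. The sources differ on the WT mice. The series record calls them littermates of the KO mice, and the paper names C57BL6/J mice from The Jackson Laboratory. An effect of TIA-1 loss that changes with age cannot be told apart from this for Wdfy1, which moved by −0.0668 in KO mice over the 4 tissues: a level value in KO mice excludes it only if WT mice do not themselves change with age. Where the background differs, KO against WT comparisons at either age may mix it with the effect of the knockout, as the WT changes of −1.09 for Nnt and −1.39 for Wdfy1 illustrate beside the 87.5%.

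In nervous tissue, glucocorticoid-induced genes were higher in KO mice, and the clock output gene Dbp was lower. A fasting-like state in nervous tissue cannot be told apart from other causes. The PPAR-alpha list without Table 1 genes was higher in 1 of 6 comparisons, spinal cord at 24 weeks (adjusted p = 0.0291, lost with an estimated correlation at adjusted p = 0.66), which met the bound set against fasting, but that bound was too narrow: it left out the FOXO and gluconeogenesis list, which holds no gene of Table 1 and was higher in 2 of 6, in spinal cord (adjusted p = 0.00267) and cerebellum (adjusted p = 0.00279) at 12 weeks, both lost with an estimated correlation (adjusted p = 0.164). In liver, 18 of the 30 genes of the PPAR-alpha list rose at 12 weeks. Higher glucocorticoid exposure of the KO mice when killed may account for the glucocorticoid list, which without Table 1 genes was higher in 6 of 6 nervous tissue comparisons (3 of them with an estimated correlation). Another time of day when the KO mice were killed cannot be told apart either: the difference between evening and morning arms of the clock, negative in all 8 comparisons, was beyond −0.3 in 6 of 8, but in 4 without Dbp and in 3 without Dbp and Npas2, the called genes that prompted the test. The fixed list of 18 clock genes was lower in spinal cord and midbrain at both ages (camera adjusted p = 0.00299 to 0.0392). It was lower too in cerebellum at 12 weeks (adjusted p = 0.0282) and liver at 24 weeks (adjusted p = 0.0195). Each of these calls was lost with an estimated correlation (adjusted p = 0.0865 to 0.228). Glucocorticoids themselves follow the time of day, the times of death are not given in the sources used here, and a lasting effect of TIA-1 loss on either was not tested.

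The knockout effect differed between 12 and 24 weeks, by limma's test of the difference, for 24 probe sets in spinal cord, 26 in cerebellum, 20 in midbrain and 3214 in liver. Fewer passed in every tissue when each tissue was fitted alone, and the liver count fell most (counts in the next section). With the mice regrouped within each age, 9 of 100 drawn splits gave as many in spinal cord (24 in the real split, 97 in the highest other), of which 5 keep the genotypes at 1 age and so carry the knockout effect into the difference; the count of splits therefore leaves chance open. Of the 81 splits that mix the genotypes at both ages, 3 gave as many, and the one with 97 is among them, which points to a structure of the samples other than genotype. In liver 6 of 100 did (3214, highest other 3951). The 5 others all keep the genotypes at 1 age and so carry the knockout effect into the difference. The share of all splits therefore cannot decide on chance in liver. Of the 81 mixed splits 0 gave as many, and the highest of them was 1619. In cerebellum 4 of 100 did (26, highest other 70) and in midbrain 1 (20, highest other 15), where chance can be excluded at a share under 0.05, although the split with 70 in cerebellum, which mixes the genotypes at both ages, points there too to a structure of the samples other than genotype. Differences are given as the effect (KO minus WT, log2) at 24 minus that at 12 weeks, for the largest called probe sets with a gene symbol in each direction. A probe set without a gene symbol, called in all 4 tissues, differed by 3.41 on average and is not listed. In spinal cord they were 1.65 and 1.20 for Gabra2, 1.28 and 1.21 for Wdfy1, 1.18 for Nnt, −2.06 for Chil4, −1.92 for Chil3, −1.75 for Mmp8, −1.66 for Meg3 and −1.51 for Sgk1. In cerebellum they were 1.27 and 1.00 for Nnt, 1.15 and 1.09 for Wdfy1, 1.02 for Kcnab3, −2.69 for Slc7a3, −1.80 for Gpc6, −1.70 for Meg3, −1.65 for Chac1 and −1.39 for 4930447F24Rik. In midbrain they were 1.57 for Gabra2, 1.41, 1.34 and 1.32 for Wdfy1, 0.86 for Stap2, −1.49 for Meg3, −0.96 for Slc25a37, −0.87 for Lingo2, −0.82 for Entpd4 and −0.78 for Mab21l1. In liver they were 5.58 for Moxd1, 5.40 for Orm2, 4.33 for Orm3, 3.43 for Tmeff2, 3.00 for Meg3, −3.15 for Cyp4a10, −2.83 and −2.58 for Zbtb16, −2.69 for Ass1 and −2.43 for Cav1. Among the genes of Table 1 the liver differences were −0.78 for Ccnf, −0.63 for Cntn4, −1.23 for Mfsd2a, and 1.45 and 1.07 for Wdfy1.

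Between cerebellum and spinal cord, averaged over the ages, the knockout effect differed for 24 probe sets, where 1 of 100 drawn splits gave as many (24, highest other 4) and chance can be excluded. The effect was higher in cerebellum for Slc7a3 by 1.19, Ninj2 by 1.10, Tdo2 by 0.71, Lin9 by 0.62 and Nat8f1 by 0.46 (log2). Ninj2 is dim over all arrays (mean 3.96, log2), so its difference between the tissues is uncertain. For Slc7a3 the average rests on 12 weeks, with 2.51 in cerebellum and −0.02 in spinal cord, against −0.19 and −0.05 at 24 weeks. Those of Chil4, Chil3 and Mmp8 below rest mainly on spinal cord at 12 weeks, with 2.56, 2.37 and 2.02 there and 0.50, 0.46 and 0.27 at 24 weeks. Markers of muscle, adipocytes and other cell types also lay higher in spinal cord at 12 weeks. Whether the cell content of these samples gave the differences of Chil4, Chil3 and Mmp8 was not tested. The difference was −2.80 for Erc1, −1.70 for Gpc6, −1.53 for Chil4, −1.35 for Chil3, −1.30 for Mmp8 and −0.81 for Cntn4.

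Of the genes the paper does not discuss, those changed the same way in all 8 comparisons had these mean log2 changes over the 8. Higher were Fkbp5 by 0.87, Tedc2 by 0.85, Sgk3 by 0.62, Txnip by 0.54, Exoc6b by 0.47 and Fam20a by 0.33. The change was −2.69 for Erc1, −1.40 for Nat8f5, −0.80 for 3110021A11Rik, −0.32 for Pcyox1 and −0.22 for Nfu1. Over all arrays Nat8f5 and 3110021A11Rik averaged 3.94 and 4.13 (log2), below or near the array medians, so their changes are uncertain. Besides Tia1, 6 of these 11 genes lie on chromosome 6, Exoc6b among the higher ones and the 5 lower ones.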

How the results depend on the processing

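Counts without the probe sets of chromosome 6 and lists without the genes of Table 1 were chosen only after the results were seen; the other tests here were chosen before. Of 236 called values of named genes, none changed direction under any alternative run on them; 235 were called also with the mouse as a replicate block, 230 after quantile normalization again within each tissue, 173 with each tissue fitted alone, and 1161 of 1416 with 1 mouse left out. Odds ratios for chromosome 6 ran from 5.46 to 13.4 over the alternatives and lipid shares from 7.89% to 20%, and each passed the Fisher test. The filter on dim probe sets, the trended prior and the replicate block (104 higher and 60 lower at both ages in spinal cord, 52 and 34 in at least 6 comparisons) moved the counts by less than 1.5 times, apart from the filter on dim probe sets in cerebellum at 12 weeks.

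These counts moved by more than 1.5 times. With the other decision method, probe sets called numbered 526 in spinal cord 12, 407 in spinal cord 24, 671 in cerebellum 12, 426 in cerebellum 24, 547 in midbrain 12, 402 in midbrain 24, 2079 in liver 12, 2314 in liver 24 weeks, and 18 higher and 12 lower at both ages in spinal cord, 12 higher and 7 lower in at least 6 comparisons. With each tissue fitted alone they numbered 275 in midbrain 12, 103 in midbrain 24, 169 in liver 12, 273 in liver 24 weeks, 39 higher and 26 lower at both ages in spinal cord, 15 higher and 13 lower in at least 6 comparisons, and age differences 6 in spinal cord, 8 in cerebellum, 10 in midbrain and 15 in liver. With each tissue and age fitted alone they numbered 85 in spinal cord 12, 38 in spinal cord 24, 72 in cerebellum 12, 45 in cerebellum 24, 215 in midbrain 12, 19 in midbrain 24, 52 in liver 12, 79 in liver 24 weeks, and 6 higher and 8 lower at both ages in spinal cord, 2 higher and 5 lower in at least 6 comparisons. At an adjusted p under 0.01 they numbered 87 in spinal cord 12, 101 in cerebellum 12, 53 in cerebellum 24, 53 in midbrain 12, 41 in midbrain 24, 1963 in liver 12, 2519 in liver 24 weeks, 68 higher and 44 lower at both ages in spinal cord and 25 lower in at least 6 comparisons, with differences between ages of 11 in spinal cord, 12 in cerebellum, 9 in midbrain and 1266 in liver, and 11 between cerebellum and spinal cord. The filter on dim probe sets gave 399 in cerebellum at 12 weeks, a change of at least 1.2-fold 25 lower in at least 6 comparisons, and camera with an estimated correlation 12 of 280 list tests. Without the probe sets of chromosome 6, 22 were lower in at least 6 comparisons and 42 in spinal cord at both ages, as fewer probe sets were counted. Apart from the stricter thresholds and the smaller sets, the cause was not tested.

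Leaving out 1 mouse in turn, probe sets called ranged from 86 without 12-week KO 122973 to 118 without 12-week WT 3 in spinal cord 12 weeks, 44 without 24-week WT 2 to 78 without 24-week KO 122973 in spinal cord 24 weeks, 104 without 12-week KO 122972 to 276 without 12-week WT 3 in cerebellum 12 weeks, 45 without 24-week WT 2 to 77 without 24-week WT 3 in cerebellum 24 weeks, 50 without 12-week KO 122970 to 68 without 12-week WT 1 in midbrain 12 weeks, 37 without 24-week WT 1 to 58 without 24-week KO 122973 in midbrain 24 weeks; age differences ranged from 13 without 24-week KO 122972 to 31 without 12-week WT 3 in spinal cord, 13 without 12-week KO 122972 to 35 without 12-week WT 2 in cerebellum, 7 without 12-week KO 122970 to 23 without 12-week WT 2 in midbrain, and differences between cerebellum and spinal cord from 11 without 12-week KO 122970 to 24 without 24-week KO 122973. Fewer mice were fitted, and beyond that the cause was not tested.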

Differences from the paper's values

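The count of named genes was chosen only after the result was seen; the alternatives named here were fixed before the data were examined. The paper states 32 transcripts higher in at least 6 of 8 comparisons, and 55 probe sets were found here; it gives no threshold for the decisions and does not say whether probe sets or genes were counted. The count fell within 1.5 times of the paper's 32 at an adjusted p under 0.01 (42), and without the 12-week mice KO 122970 (46), KO 122972 (47) or WT 1 (48), or the 24-week mice KO 122970 (48), KO 122973 (45), WT 1 (44) or WT 2 (45), and it differed under the other alternatives run. The paper states 20 transcripts lower, and 40 probe sets were found; 25 at an adjusted p under 0.01, 25 with a change of at least 1.2-fold, 28 without the 12-week KO 122970, 30 without the 12-week KO 122973 and 30 without the 24-week WT 3 fall within 1.5 times of the paper's 20, and the other alternatives run do not. Counted as named genes, a unit chosen after the values were seen, 32 were higher and 29 lower, both within 1.5 times of the paper's counts; this leaves out 11 and 10 probe sets without a gene symbol and none of the 17 genes of Table 1 in the sets.

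The paper states that 20% of the altered transcripts act in lipid storage, transport or membrane trafficking, and the fixed lists gave 11.9%. The share was 20% with the adjusted p of each comparison and 16.3% with a change of at least 1.2-fold, both within 1.5 times of the paper's value, whereas the filter on dim probe sets (12.3%) and the genes changed in spinal cord at both ages (7.89%) did not come as near. The paper groups genes of Table 1 under lipid storage and membrane trafficking, but does not say which transcripts it counted for this share. Lists wider or narrower than those used here, or another unit of counting, would change it.

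The paper ranks Plin4, Wdfy1 and Cdkn1a as the strongest increases of spinal cord and Gkn3 and Bid among the strongest decreases. Plin4 was the strongest increase here too among probe sets called at both ages (mean 3.27-fold), followed by Angptl4 (2.39-fold), while Wdfy1 and Cdkn1a, higher at both ages by the nested F decisions with averages over probe sets and ages of 2.29-fold and 2.19-fold, near the paper's, did not pass the test of the single comparison at 12 weeks; with spinal cord fitted alone, both probe sets of Cdkn1a passed it (adjusted p = 0.0354 and 0.0185). Among decreases at both ages, Ninj2 (−4.00 and −5.56-fold) and Erc1 (−3.35 and −3.10-fold) lay beyond or beside Gkn3 (−4.48 and −2.26-fold) and beyond Bid. Averaged over all arrays, Ninj2 and Gkn3 read 3.96 and 3.95 (log2), below the medians of the nervous tissue arrays, of at least 4.10. Their KO values may thus lie near background, and this order is uncertain. The paper describes Inca1 as lower, and Pnpla2, Pnpla7 and Inca1 passed the single comparison in none of the nervous tissues. By the nested F decisions, however, Pnpla2 and Pnpla7 were higher and Inca1 lower in at least 6 comparisons. By quantitative PCR in cerebellum at 12 weeks, the paper also found Pnpla2 higher and Inca1 lower. The paper describes a slight increase of Tial1, measured by quantitative PCR in cerebellum; on the arrays it read −1.09-fold in cerebellum at 12 weeks and was not called. The fold changes of Table 1 lie near the paper's, for example 3.51 for Plin4 in spinal cord at 12 weeks; Angptl4 in cerebellum at 24 weeks read 1.77 against 1.79 in the paper.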

Other observations

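The tests of the whole lists and the splits of the mice were chosen before. The lists without genes of Table 1 were chosen only after the results were seen.

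Markers of other cell types moved in some KO tissues. Of 13 oligodendrocyte and myelin markers, Opalin and Aspa, which breaks down N-acetylaspartate, fell in cerebellum at 24 weeks (largest log2 changes Opalin −0.73, Aspa −0.47, Ermn −0.31 (not passing) and Ugt8a −0.30 (not passing); camera adjusted p = 0.00154, adjusted p = 0.0339 with an estimated correlation), and the list was also lower in midbrain at 24 weeks with no marker passing (adjusted p = 2.52e-05, adjusted p = 0.00338 with an estimated correlation; 3 adjusted over the list alone). Of 15 endothelial, pericyte and blood-brain barrier markers, 3 rose in midbrain at 24 weeks, the tight junction gene Cldn5, Ly6c1 and Mfsd2a (largest log2 changes Vwf 0.88 (not passing), Mfsd2a 0.80, Cldn5 0.61 and Ly6c1 0.61; adjusted p = 5.22e-10, adjusted p = 0.00186 with an estimated correlation; 7 adjusted over the list alone); Mfsd2a stands in Table 1. Of 13 choroid plexus and ependyma markers, none passed singly, and the list was lower in cerebellum at 12 weeks (largest Ttr −1.31, Folr1 −0.80, Kcnj13 −0.75 and Aqp1 −0.74; median −0.40, adjusted p = 0.0186, adjusted p = 0.671 with an estimated correlation) and higher in midbrain at 12 weeks (largest Ttr 2.49, Kcnj13 1.07, Folr1 1.02 and Sostdc1 1.00; median 0.69, adjusted p = 3.33e-04, adjusted p = 0.449 with an estimated correlation). In spinal cord at 12 weeks, markers of skeletal muscle (largest Acta1 2.02 (not passing), Myl1 1.70 (not passing), Tnnc2 1.66 (not passing) and Myh1 1.65 (not passing); median 1.07, adjusted p = 0.0338, adjusted p = 0.838 with an estimated correlation), Schwann cells (Egr2 1.07, Pmp2 0.87 (not passing), Ngfr −0.79 (not passing) and Mpzl2 0.31 (not passing); 0.12, adjusted p = 0.0359, adjusted p = 0.449 with an estimated correlation) and meninges (Col3a1 0.59 (not passing), Fmod 0.57 (not passing), Col1a1 0.55 (not passing) and Slc6a13 0.47 (not passing); 0.25, adjusted p = 0.00409, adjusted p = 0.495 with an estimated correlation) lay higher. Neuron markers did not pass in any nervous tissue comparison (0 of 16 by limma's test, largest Map2 0.34, Camk2a −0.23, Syt1 −0.18 and Nefm 0.17, adjusted p = 0.837 in spinal cord at 12 weeks; also 0 of 16 at an unadjusted p under 0.05 in each of the 6).

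Stress and immune genes differed less evenly. Of 24 genes of the unfolded protein and integrated stress responses, Chac1, a glutathione-degrading enzyme, rose in cerebellum at 12 weeks (largest log2 changes Chac1 1.60, Sesn2 0.71 (not passing), Asns 0.58 (not passing) and Slc7a5 0.56 (not passing); 5 higher and 1 lower adjusted over the list alone, camera adjusted p = 7.89e-05, adjusted p = 0.0629 with an estimated correlation). Of 23 interferon response genes, none passed singly in cerebellum at 12 weeks, and the list lay lower by a median of −0.22 (largest Gbp3 −0.69, Ifit3 −0.61, Trim30a −0.46 and Ifit1 −0.45, camera adjusted p = 4.72e-05, adjusted p = 0.364 with an estimated correlation). Among the lists without genes of Table 1, it lay lower too in midbrain at 12 weeks (median −0.17, adjusted p = 1.45e-04). So it did there at 24 weeks (median −0.07, adjusted p = 0.00122). Both midbrain calls were lost with an estimated correlation (adjusted p = 0.466 and 0.549). In liver at 24 weeks 5 of these genes rose and 1 fell, and the list was not called (adjusted p = 0.0981). Of 15 microglia and macrophage markers, 6 rose in liver at 24 weeks (largest P2ry12 0.54 (not passing), C1qc 0.52, Ctss 0.48 and C1qa 0.41; adjusted p = 0.00465, adjusted p = 0.417 with an estimated correlation), while with no marker passing singly the list lay lower in spinal cord at 24 weeks (largest P2ry12 −0.39, Fcrls −0.33, Aif1 −0.32 and Cx3cr1 −0.28; median −0.19, adjusted p = 5.35e-07, adjusted p = 0.0868 with an estimated correlation) and in midbrain at 12 weeks (median −0.17, adjusted p = 0.00197, adjusted p = 0.364 with an estimated correlation) and 24 weeks (median −0.12, adjusted p = 0.014, adjusted p = 0.449 with an estimated correlation). Of 22 immediate early genes, 9 fell and 1 rose in liver at 24 weeks (largest Nr4a1 −2.63, Fos −1.48 (not passing), Dusp1 −1.15 and Jun −0.96; adjusted p = 5.15e-04, adjusted p = 0.227 with an estimated correlation). Cholesterol synthesis genes lay lower also in midbrain at 24 weeks (median −0.15, adjusted p = 9.31e-08, adjusted p = 0.0868 with an estimated correlation). Tested among the lists without genes of Table 1, they lay lower too in cerebellum at 24 weeks (adjusted p = 1.46e-08). At 12 weeks they did so in spinal cord (adjusted p = 4.68e-05) and midbrain (adjusted p = 0.00119), but not in cerebellum (median 0.05, adjusted p = 0.592). These further calls were lost with an estimated correlation (adjusted p = 0.0899 to 0.447).

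For single comparisons, 3 mice against 3 make 10 splits, too few for a share under 0.05, and in each comparison only the real split (1 of 10) gave as many called probe sets. The real count and the highest other were 140 and 55 in spinal cord, 247 and 39 in cerebellum, 109 and 1 in midbrain and 4253 and 1464 in liver at 12 weeks, and 73 and 0, 82 and 3, 64 and 2, and 5175 and 1390 at 24 weeks. For spinal cord at both ages 1 of 100 drawn splits gave as many changed probe sets (176, highest other 5), for at least 6 comparisons 1 (95, highest other 1) and for the list tests 1 (69, highest other 51), so chance can be excluded for these.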
